# Genome-Wide Search Reveals the Existence of a Limited Number of Thyroid Hormone Receptor Alpha Target Genes in Cerebellar Neurons

**DOI:** 10.1371/journal.pone.0030703

**Published:** 2012-05-07

**Authors:** Fabrice Chatonnet, Romain Guyot, Frédéric Picou, Maria Bondesson, Frederic Flamant

## Abstract

Thyroid hormone (T3) has a major influence on cerebellum post-natal development. The major phenotypic landmark of exposure to low levels of T3 during development (hypothyroidism) in the cerebellum is the retarded inward migration of the most numerous cell type, granular neurons. In order to identify the direct genetic regulation exerted by T3 on cerebellar neurons and their precursors, we used microarray RNA hybridization to perform a time course analysis of T3 induced gene expression in primary cultures of cerebellar neuronal cell. These experiments suggest that we identified a small set of genes which are directly regulated, both *in vivo* and *in vitro*, during cerebellum post-natal development. These modest changes suggest that T3 does not acts directly on granular neurons and mainly indirectly influences the cellular interactions taking place during development.

## Introduction

3,5,3′ tri-iodothyronine (T3), the active form of thyroid hormone, acts by binding to its cognate receptors, thyroid hormone receptors (TRs), which are transcription factors from the nuclear receptor family [1]. TRs exist as three isoforms, TRα1, TRβ1 and TRβ2, encoded by the *Thra* and *Thrb* genes respectively. They can bind DNA both in the presence and absence of T3, either as homodimers or as heterodimers with RXR (Retinoid X Receptor). DNA binding occurs on so-called T3 response elements (TREs) which usually associate two consensus half-sites (5′AGGTCA3′) often organized either as direct repeats separated by four nucleotides (DR4). T3-liganded TRs have the ability to induce either transcriptional activation or repression depending on the locus and the local environment. For positive regulation, unliganded TRs change conformation upon T3 binding, releasing transcription corepressors to recruit coactivators and leaving epigenetic marks on neighboring histone tails [2]. Negative regulation mechanisms are poorly understood, and still a matter of controversy.

The cerebellum is a very suitable structure to study T3 action during neurodevelopment because it is particularly sensitive to hypothyroidism [3]. Moreover, the cerebellum has a relatively simple architecture compared to other brain regions, with only a limited number of cell types. The cerebellar cortex is organized in layers lying over the white matter and the deep cerebellar nuclei. The cerebellar cortical layers comprise of the molecular layer containing GABAergic interneurons, the Purkinje cell layer that also contains the cell bodies of Bergmann glia cells and the internal granular cell layer (IGL), containing mature granular cells, astrocytes and Golgi GABAergic interneurons. During development, granular cell precursors form a germinative layer over the surface of the cerebellar primordium called the external granular layer (EGL), where precursors divide actively and start their differentiation after exiting the cell-cycle (for review see [4]). Post-mitotic granular neurons extend their axon in the molecular layer and migrate their cell body through the Purkinje cell layer to populate the IGL. At post-developmental stages, granular neurons represent more than ninety percent of cerebellar cells.

T3 deprivation during cerebellar post-natal development affects all these cell types (reviewed in [5]). Granular cell migration is blocked and granular cell precursors are trapped in the EGL after the third post-natal week, when migration towards the IGL is normally finished [6]. Purkinje cell layering is defective and the size of their dendritic tree is reduced [7]. Bergmann glia fibers morphology is abnormal, and astrocytes [8], [9] show an over-proliferation and delayed differentiation. Oligodendrocytes [10], [11] and GABAergic interneurons [12] differentiation is delayed. Mouse genetics provided clear evidences that most if not all of these defects are due to the presence of unliganded TRα1 in all cerebellar cell types. First, *Thra* knock-out reverses the deleterious effect of hypothyroidism [13]. Second, dominant negative mutations of TRα1, which affect either its ability to bind T3 or to recruit coactivators, lead to a cerebellar phenotype resembling hypothyroidism [14], [15], [16]. Unlike *Thra, Thrb* is expressed in only a few cell types and at low level in the developing cerebellum. However, *Thrb* point mutation has also been found to induce important cerebellar defects [17], raising the possibility that T3 can initially act on few cell types, and indirectly exert a global and indirect influence on a network of cellular interactions.

Several attempts have been performed to elucidate the molecular events underlying the observed cellular alterations in hypothyroid cerebellum and identify the TRs target genes. Various animal models have been used to identify genes which expression levels are sensitive to T3 status [18]–[22] or which promoters are directly bound by TR [23]. Although a number of variations in mRNA levels were observed, most of these experiments failed to establish a direct link between cells behavior and TR regulated transcription, as changes in gene expression might be explained by variations in neurotrophic factors levels, which are secondary to T3 deficiency [21]. Cellular heterogeneity of the cerebellum, which can mask variations in gene expression restricted to one cell type, is also likely to impair the identification of direct TR target genes in these experiments. Primary neuronal cell cultures in part circumvent these problems as they allow focusing on early events triggered by T3, limiting cellular interactions and favoring neurons or glial cells by choosing adequate culture conditions and thus reducing cellular heterogeneity. Up to now, and to our knowledge, RNA analysis of cultured cells has demonstrated the direct upregulation by TRα1 (bound to identified TREs) of only four genes, which are deregulated in hypothyroid cerebellum: *Hairless (Hr)*, *synaptotagmin-related gene 1 (Srg1),* [24] *Krüppel-like factor 9 (Klf9)* [25], [26] and *A kinase anchor protein 1 (Akap1)* [22]. To reach a better understanding of the genetic regulation underlying the neuronal defects observed in hypothyroid brain, we performed a genome-wide transcriptome analysis of T3 response in primary cerebellar neurons culture. This identified 15 genes, which are either up- or down-regulated by TRα1 in response to T3. We further studied whether these genes are directly regulated by TRα1 *in vitro* and *in vivo* in different cell types of the cerebellum and in a cerebellum cell line. We chose to work on the C17.2 cell line [27] since it is derived from EGL cells and thus was supposed to be closely related to our primary cultures. We used this cell line to have a more convenient access to chromatin binding since it is easier to realize chromatin precipitation in cells rather than in tissues, particularly in our case where there is no “ChIP grade” antibody for TRα1.

## Results

### Genome-wide Search of T3 Regulated Genes

In order to identify changes in gene expression which are mainly related to immediate and direct action of thyroid hormone on post-natal cerebellum neuronal cells, we prepared primary cultures of cerebellar cells and maintained them in conditions favoring neurons survival, at the expense of glial cell proliferation. It has been shown that in this system, granular neurons, which represent the majority of cerebellar cells, switch from proliferation to migration and finally terminal differentiation, including dendritogenesis [28], thus reproducing the normal stages of development. We verified by immunocytochemistry that in these conditions most of the cells (80%) express the Tuj1 neuronal markers, and that prolonged culture (10 days) allowed the cells to grow fine dendritic-like processes. Two days after seeding, cells were treated with T3 for various amounts of time (6, 16, 24 or 48 hours) or left untreated before RNA extraction. 

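Primary cultures of cerebellar cells from newborn mice, kept for 48 h before treatment, were compared at 6, 16, 24 and 48 h after addition of T3, the active thyroid hormone, at 0.1 µM. Each of the 4 time points had 1 treated and 1 untreated culture from the same cell batch, so 8 arrays were analysed and no condition had a replicate. The methods describe pups of P1 to P4 and the sample labels pups of P4 to P7. Each gene is read on these whole-genome mouse arrays by 1 or more probe-sets. The submitters' processing notes name GCOS and MAS 5, and the authors' deposited table holds 1 linear signal intensity per probe-set and array, scaled to a trimmed mean of 100 on every array. The median signal lay between 14.8 and 17.7. Signals below 1 were set to 1 and log2 transformed, and the 40% of probe-sets with the highest mean log2 signal (18015 of 45037, mean signal of at least 31) were kept, covering 10194 of 18193 genes. A gene with several probe-sets is given by its brightest. The T3 effect over the 4 pairs and the change with the hours of culture over all 8 arrays were tested with limma, and gene lists of cell types and pathways, written before the data were examined, with camera. Some of these lists hold genes that the paper had chosen on the same arrays, so they are not independent of the arrays. A fold change at a single time point rests on 1 array per condition and has no error. The methods name a shared cell batch for the cultures of a time point and do not say whether time points shared one, so a difference between time points can come from the hours of culture or from the preparation of the cells. Xist, which depends on the sex of the pups, was low on the 6 h arrays only. This argues against a batch shared by the 6 h and the later time points. The p values over time take the arrays of a time point as independent, although they deviate together. Rises and falls over time named at single genes passed in this sense. With the time point as a random block part of them passed, and with 1 mean value per time point no probe-set did. For the lists fixed in advance, no call of camera held with an estimated correlation in any fit, those with a time point left out included.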

Total RNAs were then amplified and cDNA prepared to serve as probes for microarrays hybridization. (See dataset GSE24793 on the NCBI Gene Expression Omnibus (GEO), http://www.ncbi.nlm.nih.gov/geo/).

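At 24 h of T3, Aqp4, the water channel of astrocytes, had a signal of 45.8 against 1054 in the untreated culture (log2 fold change -4.52, 1 array each), while the other 6 arrays had 16.8 to 76.8. Also far lower with T3 at 24 h were Draxin, a secreted axon guidance protein (-4.76), Adcyap1r1, the receptor of the neuropeptide PACAP (-4.35), Eomes, a transcription factor of unipolar brush cells (-3.80), and Ttyh1, a membrane protein of astrocytes and neural stem cells (-3.41). The largest differences upwards at 24 h were those of the meiosis gene Mei4 (3.07), the NF-kB subunit Nfkb2 (2.81), the chromatin reader Trim66 (2.55), the uncharacterized 1700003E16Rik (2.24) and the potassium channel Kcnj13 (2.23). With 32 added to every signal these stood at 1.47, 0.93, 2.14, 1.12 and 1.58, so their order rests in part on low signals. At 6 h, the co-chaperone Dnajc5b (3.00), the adipokine Rarres2 (2.96), the phosphatase inhibitor Ppp1r1b (2.59), the epithelial keratin Krt19 (1.90) and the cytokine signalling inhibitor Socs3 (1.75) were highest with T3, and the protease Adamts15 (-2.10), the repressors Hic1 (-2.04) and Snai2 (-1.86), Nfkb2 (-1.84) and the G protein regulator Rgs16 (-1.73) lowest. Of these Dnajc5b (0.39 with 32 added to every signal), Ppp1r1b (0.48), Adamts15 (-0.49), Krt19 (0.72), Rarres2 (0.74), Nfkb2 (-0.72), Hic1 (-0.78) and Rgs16 (-0.88) came to lie within 2-fold.

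At 16 h, the T cell kinase Zap70 (2.32), the ubiquitin-conjugating enzyme Ube2s (1.70), the RNA-binding protein Raly (1.61), the sorting protein Pacs2 (1.58) and the glutamine transporter Slc38a3 (1.51) were highest with T3, and the myotubularin Mtmr11 (-1.56), the glycogen-targeting subunit Ppp1r3c (-1.54), the cell cycle factor E2f5 (-1.52), the zinc finger gene Zfp811 (-1.38) and the semaphorin Sema3f (-1.38) lowest. At 48 h, the spindle protein Troap (2.33), the synaptic kinase Camk2b (2.24), the metalloproteinase Mmp24 (2.22) and the granins Scg2 (2.03) and Chgb (2.00) of dense core vesicles were highest, and the filamin Flnc (-2.07), the developmental gene Sobp (-1.98), the heme oxygenase Hmox1 (-1.97), the chemokine Cxcl10 (-1.85) and the uncharacterized Gm13889 (-1.81) lowest. In the same way Pacs2 (0.84), Mtmr11 (-0.85) and Zfp811 (-0.59) at 16 h and Camk2b (0.65), Mmp24 (0.85), Troap (0.90) and Sobp (-0.68) at 48 h lay within 2-fold with 32 added to every signal.

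Among the 18015 kept probe-sets, 95 were over 2-fold higher and 59 over 2-fold lower with T3 at 6 h, 78 and 55 at 16 h, 661 and 930 at 24 h, and 150 and 62 at 48 h. The 24 h pair thus had 8.83% of its probe-sets beyond 2-fold. With 32 added to every signal, 15 higher and 8 lower remained at 6 h, 14 and 10 at 16 h, 233 and 536 at 24 h, and 13 and 18 at 48 h, where the excess of higher probe-sets was lost. Among the 7 kept reference genes Actb, the cytoplasmic actin, had fold changes of 1.01, 1.04, 0.998 and 0.896, the transcription factor Tbp was at 1.43 at 16 h and Gusb at 1.28 at 6 h, and the list had a mean log2 fold change of 0.08 (camera adjusted p = 0.126, no gene passing). It passed without the 48 h pair (0.12, adjusted p = 0.0237, fry 0.0334) and with quantile normalization (0.09, adjusted p = 0.0377, fry 0.365). Over the hours of culture Hprt (0.19 per doubling, adjusted p = 0.0292) and the lysosomal Gusb (0.43, 0.0323) rose, and no reference gene fell, with the same pair when adjusted over the list alone (list mean 0.10, adjusted p = 0.362).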

Only probe-sets with a sufficient level of expression (P in columns “detection” of data matrix available at the GEO depository, covering about 40% of all annotated genes) and that showed a fold change superior to 2 were considered. We detected signals for markers for each cerebellar cell-type, indicating that our culture system contained all the cell constituents of the cerebellum and we also found that its composition evolved over time. For example, at early time points we detected high levels of *Pax6* and *Ccnd2*, two markers of granule cell precursors, which decreased over time. Conversely, we observed low levels of *Gabra6*, a marker of differentiated granule cells, which increased over time. 

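Col1a1 and Col1a2, the chains of type I collagen made by meningeal fibroblasts, rose over the time points, Col1a1 from signals of 21.1 with T3 and 23.8 without at 6 h to 318 and 288 at 48 h (log2 slope 1.25 per doubling of the hours, SE 0.13, adjusted p = 0.00712, 8 arrays) and Col1a2 with a slope of 1.28. The matrix proteins Lum (1.46), Col3a1 (1.10) and Dcn (0.84), the growth factor Igf2 (0.74), the pericyte receptor Pdgfrb (0.95) and smooth muscle actin, Acta2 (0.74), rose as well. Of the 13 kept vascular and meningeal genes 8 rose and none fell, also when adjusted over the list alone. Markers of endothelial cells had small slopes that did not pass, among them Cldn5 of tight junctions (-0.09) and the VEGF receptor Kdr (0.14). Microglia genes had no steady direction: Csf1r, the receptor that maintains microglia, had untreated signals of 295.5, 126, 53.9 and 378.5 at 6, 16, 24 and 48 h, and none of the 10 kept microglia genes rose or fell, by either adjustment. Genes of red blood cells had signals of 0.8 to 9.5 on all arrays, and none of the 4 with a probe-set was kept.

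Other steep rises were those of the fibrillar collagen Col12a1 (2.25), Xist, which silences an X chromosome in females (2.11), the actin-binding Avil (1.82), Crispld1 (1.77), Dnajc5b (1.76), the proteoglycan Epyc (1.70), the anion exchanger Slc26a7 (1.69), the connexin Gjb6 (1.62), the secreted Serpinf1 (1.52) and Aldh1a2, which makes retinoic acid in the meninges (1.52). The steepest falls were those of the vesicular glutamate transporter Slc17a6 (-1.57), the nicotinic receptor subunit Chrna3 (-1.34), the TRH-degrading enzyme Trhde (-1.32), the NMDA receptor subunit Grin2c (-1.30), the AMPA receptor subunit Gsg1l (-1.23), the potassium channel subunit Kcns2 (-1.20), Plppr1 (-1.19), A930009L07Rik (-1.17), the homeobox gene Uncx (-1.17) and the netrin receptor Dcc (-1.16).

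By limma, 3458 of 18015 probe-sets changed with the log2 of the hours, 1916 rising and 1542 falling, with the arrays of a time point taken as independent. In fits added after the data were seen, 0 passed on the mean of the arrays of each time point (3409 at an unadjusted p under 0.05, smallest adjusted p 0.208), and 392 passed with the time point as a random block, 316 rising and 76 falling (correlation within a time point 0.569). The vascular and meningeal list rose (mean slope 0.69, camera adjusted p = 0.000425; adjusted p = 0.623 with an estimated correlation), and the microglia list did not change (mean slope 0.11, adjusted p = 0.675). The vascular and meningeal list was lower at 24 h than at 16 h with either treatment. Its lowest mean centred log2 signals were those at 6 h (-1.35 with T3 and -1.11 without). Leaving out the 48 h arrays gave the microglia list a slope of -1.09 (adjusted p = 2.24e-08, fry 0.0863), and leaving out the 6 h arrays 1.46 (5.51e-06, fry 0.705). Without the 6 h or without the 48 h arrays no probe-set passed (1414 and 3145 at an unadjusted p under 0.05), without the 24 h arrays 7786 did, and on the 4 untreated arrays alone none did (2091). Xist had signals of 11.6 and 15.2 at 6 h and of 538.5 to 1037 at the later time points, and its slope without the 6 h arrays was 0.36. Xist depends on the sex of the pups, so its rise may reflect other pups at 6 h and not the hours of culture. The other steep rises also shrank without these arrays, to 0.34 for Dnajc5b, 0.50 for Aldh1a2, 0.65 for Slc26a7, 0.71 for Crispld1, 0.72 for Gjb6, 0.90 for Epyc, 1.18 for Col12a1 and 1.22 for Serpinf1, and Avil turned to -0.17. Of the steepest falls all but Grin2c (-1.40) shrank without the 48 h arrays, to -0.48 for Dcc, -0.57 for Trhde, -0.60 for A930009L07Rik, -0.68 for Slc17a6, -0.70 for Plppr1, -0.74 for Uncx, -0.76 for Gsg1l, -0.84 for Kcns2 and -0.93 for Chrna3. With the time point as a random block Avil (adjusted p = 0.0826), Dnajc5b (0.0823) and Aldh1a2 (0.0694) did not pass among the steep rises, nor did Slc17a6 (0.0751), Chrna3 (0.0647), Trhde (0.0803), Gsg1l (0.0885), Plppr1 (0.102), A930009L07Rik (0.117) and Dcc (0.0752) among the falls.

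**Figure D1:**
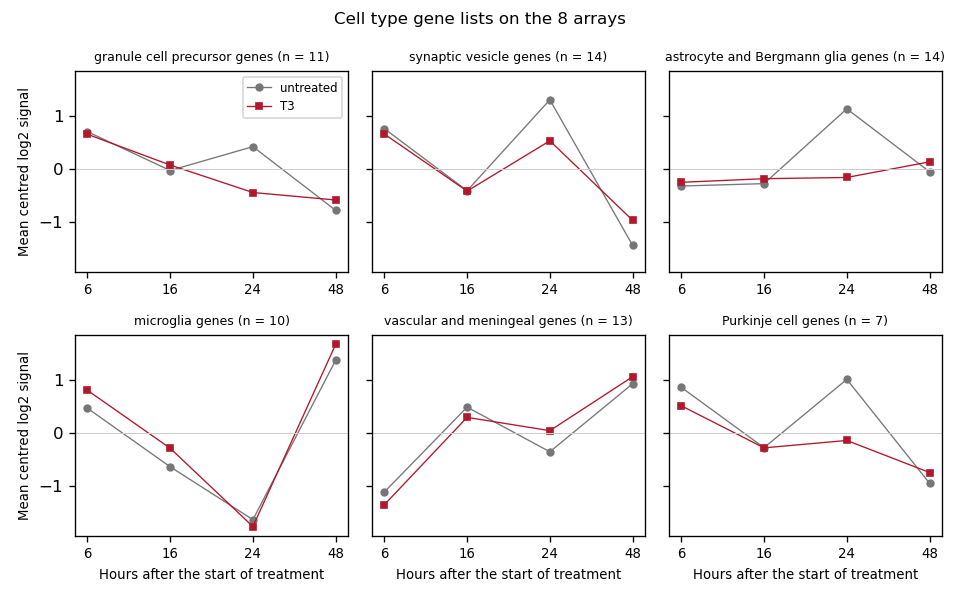
Mean centred log2 signal of the kept genes of 6 lists on each of the 8 arrays, against the hours after the start of treatment. Grey circles, untreated. Red squares, T3. 1 array per point, n = genes per list.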

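Pax6, a transcription factor of granule cell precursors, fell over the time points, from a signal of 853 without T3 and 768.5 with T3 at 6 h to 64.2 and 136 at 48 h (log2 slope -0.92 per doubling of the hours, SE 0.24, adjusted p = 0.0346). Its untreated signal at 24 h, 739, was above that at 16 h, 310. Ccnd2, the cyclin that takes these precursors into S phase, fell from 2269 to 1612 without T3 (slope -0.20, SE 0.03, adjusted p = 0.0135), and all 6 kept probe-sets of the gene had negative slopes, down to -0.42, 1 of them at an adjusted p of 0.0611. Mycn, a target of Sonic hedgehog (-1.03), the transcription factors Atoh1 (-0.96), Barhl1 (-0.88) and Zic1 (-0.26), and Ptch1 and Gli2 of the hedgehog pathway (-0.39 and -0.33) fell too. In the cell division list the proliferation marker Mki67 fell from 2115 to 581 without T3 (-0.59, SE 0.09), as did Top2a (-0.54), Nusap1 (-0.75), Kif11 (-0.74), Cenpe (-0.65), Aurka, Aurkb, Bub1, Ccnb2 and Mcm5, while the replication clamp Pcna stayed between 1384 and 2002.

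Of the 11 kept precursor genes 8 fell and none rose, and adjusted over the list alone 8 fell and 2, Ccnd1 and Boc, rose. Of the 20 kept cell division genes 10 fell and none rose, 14 and none adjusted over the list alone. By camera the precursor list fell (mean slope -0.43, adjusted p = 0.00803; adjusted p = 0.623 with an estimated correlation) and so did the cell division list (also -0.43, adjusted p = 4.73e-06; adjusted p = 0.623 with an estimated correlation). Without the 6 h arrays the cell division list had a slope of -0.18 (adjusted p = 0.0792). On the means of each time point neither Pax6 nor Ccnd2 passed (adjusted p = 0.223 and 0.213), nor did they with the time point as a random block (0.110 and 0.0705). Pax6 passed neither without the 6, the 16 nor the 48 h arrays, with slopes of -1.36, -0.93 and -0.37, and Ccnd2 neither without the 6 nor the 48 h arrays (adjusted p = 0.648 and 0.145).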

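Gabra6, the receptor subunit of differentiated granule cells, had signals of 7.7, 2.7, 12.3 and 4.8 without T3 and 3.4, 8.8, 3.1 and 7.7 with T3 at 6, 16, 24 and 48 h, below the filter on every array, so it was not tested. Grin2c, the NMDA receptor subunit of mature granule cells, fell from 343 at 6 h to 20.5 at 48 h without T3 (log2 slope -1.30, SE 0.19, adjusted p = 0.0100). The neuronal splicing factor Rbfox3 (-0.88, adjusted p = 0.0455) and the Rac regulator Chn2 (-0.78, 0.0472) fell as well. Neurod1, needed for granule cell differentiation, had a slope of -0.84 that did not pass (0.0530), and Cbln1, which organizes parallel fibre synapses, had untreated signals of 714, 82.8, 1477 and 65.7. Among synaptic vesicle genes, the fusion protein Snap25 fell (-0.99, adjusted p = 0.0438), while Syt1, the calcium sensor of release, had untreated signals of 570.5, 170, 925 and 52.8.

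Of the 8 kept genes of differentiated granule neurons 3 fell and none rose, 4 and none when adjusted over the list alone, and by camera the list fell (mean slope -0.71, adjusted p = 0.0188; adjusted p = 0.623 with an estimated correlation). The 14 kept synaptic vesicle genes fell as a list (mean slope -0.50, adjusted p = 0.0110; adjusted p = 0.623 with an estimated correlation) with 1 gene falling and none rising, and none of either when adjusted over the list alone. Without the 48 h arrays neither list passed, with slopes of -0.40 (adjusted p = 0.228) and -0.06 (0.704). Both lists were higher at 24 h than at 16 h with either treatment.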

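Pcp2, a signalling protein of Purkinje cells, had untreated signals of 206, 34.0, 180 and 22.4 at 6, 16, 24 and 48 h (log2 slope -0.81 per doubling of the hours, adjusted p = 0.0759). Without the 24 h arrays its slope was -0.93 (adjusted p = 0.0106), and without the 16 h arrays -0.87 (adjusted p = 0.0495). Pdgfra, the receptor of oligodendrocyte precursors, was at 388, 436, 242 and 633 (slope 0.19, adjusted p = 0.375, and 0.0168 without the 24 h arrays), with a slope of -0.21 when the 48 h arrays were left out and of -0.39 on another probe-set. Slc1a3, the glutamate transporter of Bergmann glia, was at 166.5, 83.3, 639 and 114, and Gfap, the intermediate filament of astrocytes, at 21.6, 15.5, 216 and 19.5, against 11.9 to 28.2 with T3. Gfap did not reach the filter.

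On the untreated 24 h array some genes of other cell types had high signals. Gad1, which makes GABA, had a signal of 467 there against 49.0 with T3, Olig1 of the oligodendrocyte lineage 681.5 against 126, and the myelin gene Mbp 826 against 276. The astrocyte and Bergmann glia list had a mean centred log2 signal of 1.13 on that array and of -0.32 to 0.13 on the other 7. At 24 h the median log2 fold change with T3 was -1.02 for 14 astrocyte and Bergmann glia genes, -1.22 for 7 Purkinje cell genes, -1.91 for 4 genes of GABAergic interneurons and -0.78 for 6 oligodendrocyte lineage genes, of which 3 were lower and 3 (Pdgfra, Cspg4 and Cldn11) slightly higher.

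Over the hours of culture Lhx1 (-0.98) and Car8 (-0.91) of Purkinje cells fell and the transcription factors Foxp2 (0.62) and Rora (0.26) rose (2 and 2 of 7 kept genes, 4 falling and 2 rising adjusted over the list alone). Lgi2 (0.48) rose among the 4 GABAergic genes, and Cldn11 (1.48) and the proteoglycan Cspg4 (0.40) among the 6 of the oligodendrocyte lineage, with unchanged counts over the lists alone. The connexin Gja1 (0.48), the lipid carrier Apoe (0.37) and vimentin, Vim (0.15), rose among 14 astrocyte and Bergmann glia genes, 5 when adjusted over the list alone, and none fell. None of the lists passed camera over time: Purkinje cell genes had a mean slope of -0.44 (adjusted p = 0.374), GABAergic genes -0.09 with a median of 0.02 and an upward direction in the test (0.625), oligodendrocyte lineage genes 0.35 (0.210) and astrocyte genes 0.16 (0.0616). Leaving out the 48 h arrays took the astrocyte list to 0.32 (0.0103) and the GABAergic list to 0.08.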

We also detected *Pcp2* expression, a marker of Purkinje cells, *Pdgfra* and *Plp1*, markers of oligodendrocyte precursors and of mature oligodendrocytes, respectively, and *Slc1a3* (Glast) and *Gfap*, two markers of Bergmann glia and astrocytes.

To address the robustness of T3 regulation in primary cultures of cerebellar cells, we used Q-RT-PCR to compare the microarray results acquired with a first set of primary cultures to RNA expression of both the same and another independent primary cultures experiment. We generated primers for the most up- or down-regulated genes for each time point and for genes showing an overall constant tendency (up- or down-regulated for all time points) from the microarray results. 

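Dbp, a transcription factor of the circadian output, was higher with T3 at all 4 time points (mean log2 fold change 1.33, SE 0.12, 4 pairs, adjusted p = 0.154), and so was Klf9. Next to them stood Kcnj13 (1.35, SE 0.22, adjusted p = 0.779), the proline transporter Slc6a20a (1.22, SE 0.19), the protocadherin Pcdh8 (0.97, SE 0.14, adjusted p = 0.626), the protease inhibitor Slpi (0.90), the Rac and Cdc42 activator Spata13 (0.84), the Wnt and norrin receptor Fzd4 (0.76), the organic anion transporter Slc22a8 (0.75) and the cation channel Tmem38b (0.74). Lower at all 4 time points were Stra6, the cellular receptor of retinol-binding protein (-0.88), Ttc9 (-0.86), the carboxylesterase Ces5a (-0.78), the microtubule-associated Jakmip1 (-0.72), Armcx6 (-0.72), the teneurin Tenm2 (-0.51), the complement inhibitor Serping1 (-0.47), the kinetochore gene Ska2 (-0.47), the arginine methyltransferase Prmt2 (-0.35) and Snap47 (-0.27). The other probe-set of Tmem38b had a mean of 0.00.

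No probe-set passed limma with the time point as a block (0 of 18015, smallest adjusted p 0.154), with 985 at an unadjusted p under 0.05 (593 higher, 392 lower). Without the block 0 passed and 76 were under 0.05, with quantile normalization 0 and 984, and without the filter 0 and 2461. With the 24 h pair left out, Dbp (1.32, SE 0.13) and Kcnj13 (1.06, SE 0.11) passed at an adjusted p of 0.0484 each, and with any other pair left out none did. Of the kept probe-sets 1487 were higher and 1229 lower at all 4 time points, 15.1% against 1 in 8 by chance. Over 2-fold in the same direction at 2 or more time points were 66, of which 45 were higher. Only Dbp, Kcnj13 and Klf9 were over 2-fold higher at 3 or more time points, and 1 probe-set, of Klf9, at all 4. Without the 24 h pair the count of 66 was 20.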

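Ccnd2 read by its brightest probe-set was slightly lower with T3 at every time point (fold changes 0.906, 0.924, 0.841 and 0.824, mean log2 fold change -0.20, SE 0.06, 4 pairs, adjusted p = 0.815), and higher on a pair of dimmer probe-sets (0.75 and 0.52). Akap1, which anchors protein kinase A at mitochondria, was also lower (0.896, 0.905, 0.686 and 0.868, mean log2 -0.26). The dimmer probe-set of Akap1, below the filter, was at 1.24, 2.23, 0.621 and 1.94. Syt12, a synaptotagmin, had signals of 42.1, 30.1, 33.2 and 18.1 with T3 and 4.4, 10.9, 9.6 and 12.9 without, below the filter. Other genes known to respond to T3 had no common direction, with the lipogenic Thrsp at a mean log2 of -0.42, the calmodulin kinase Camk4 at -0.32 and malic enzyme, Me1, at 0.06.

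The 11 kept genes of the known T3 response had a median log2 fold change of -0.20 and a mean of 0.04, with a downward direction in camera (adjusted p = 0.997). Tested for changes in either direction with fry the list passed (adjusted p = 0.0415), and 2 genes were higher when adjusted over the list alone, Dbp and Klf9, against none over all probe-sets. With the filter at the 75th percentile the mean was 0.37 (camera adjusted p = 0.0305). Without the filter the list had 17 genes, a mean of 0.25 and a median of 0.06 (camera adjusted p = 0.365). Without the 24 h pair the mean was 0.17 and the median 0.02 (0.185). The median was -0.21, -0.30 and -0.18 without the 6, 16 or 48 h pair. The sign of the median thus depended on the filter and on the 24 h pair. Over the hours of culture Dbp, Me1 (0.69) and Rora rose and Ccnd2 fell, 3 and 3 over the list alone (mean slope -0.07, adjusted p = 0.797), and without the 48 h arrays the mean slope was 0.06. At 1.6-fold 606 probe-sets differed at 6 h, 602 at 16 h, 3787 at 24 h and 766 at 48 h, each on 1 array per condition.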

Given the relatively low numbers of probe-sets corresponding to these criteria, we also selected genes showing a change in expression of at least 1.6 fold for one or more time points, and genes that were previously known to be regulated by T3, like *Ccnd2* or *Hr*. We confirmed that T3 induced changes in gene expression for a number of genes and the changes in expression pattern increased over time. 

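Gdf10, a TGF-beta family member of Bergmann glia, was further above the untreated culture at each later time point (fold changes 1.21, 1.76, 1.98 and 2.76 at 6, 16, 24 and 48 h, mean log2 fold change 0.89, SE 0.19, adjusted p = 0.815), and Sobp further below (log2 -0.17, -0.64, -1.31 and -1.98). Ppp1r1b went the other way, from 2.59 at 6 h to 0.85, 0.53 and 0.15, and so did Socs3 (1.75, 0.77, 0.54 and 0.48). Nfkb2 changed sides, at -1.84 at 6 h and 2.81 at 24 h, and Krt19 was at 1.90 at 6 h and -1.77 at 48 h. The spread of the log2 fold changes over all kept probe-sets was 0.29 at 6 and at 16 h, 0.60 at 24 h and 0.32 at 48 h (SD).

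A T3 effect growing or shrinking with the log2 of the hours was found for 0 of 18015 probe-sets by limma (245 at an unadjusted p under 0.05, smallest adjusted p 1). Hours in place of their log2 gave 0 and 240, and without the 24 h pair 0 and 1351. Fold changes of different time points were weakly related, with correlations of 0.149 between 6 and 16 h, 0.123 between 6 and 24 h, 0.0830 between 16 and 48 h, 0.0222 between 16 and 24 h, -0.00977 between 6 and 48 h and -0.0245 between 24 and 48 h. Leaving out the 16 h pair turned the median correlation from 0.0526 to -0.00977. Between 6 and 16 h 6 probe-sets were over 2-fold higher at both against 0.411 by chance, 6 lower at both against 0.180, and 0 changed sides against 0.545. Between 6 and 24 h 20 were higher at both against 3.49, 0 were lower at both against 3.05, and 16 changed sides against 7.07. Between 24 and 48 h 17 were higher at both against 5.50, 9 lower at both against 3.20, and 36 changed sides against 10. From the microarrays together with Q-RT-PCR on the same and on independent cultures, the paper concludes that T3 changed the expression of a number of genes and that the changes grew with time.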

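Gbp3, an interferon-induced GTPase, was higher with T3 at every time point (fold changes 1.16, 1.75, 2.94 and 2.13 at 6, 16, 24 and 48 h, mean log2 fold change 0.92, SE 0.20, 4 pairs). Spata13 (2.09, 1.68, 2.21 and 1.33), Snap25 (1.15, 1.57, 1.18 and 2.79, mean log2 0.64, SE 0.21) and the transcription factor Zbtb20 (1.26, 1.45, 1.20 and 1.28, mean log2 0.37, SE 0.11) were higher at all 4 as well. At 48 h dimmer kept probe-sets of Zbtb20 lay at 0.916 and 0.947, and its other kept ones at 1.00 to 1.43. Plxna2, a semaphorin receptor, was lower at all 4 on its brightest probe-set (0.732, 0.674, 0.571 and 0.893, mean log2 -0.50, SE 0.14). Its other kept probe-sets were lower at 6 and 16 h, and each lay above 1 at 24 h (1.08) or at 48 h (1.03). The immunoglobulin superfamily gene Igsf3 (0.737, 0.758, 0.324 and 1.04) and E-cadherin, Cdh1 (0.627, 0.624, 1.07 and 0.563), were lower at 3, and the transglutaminase Tgm2 (0.666, 0.626, 1.64 and 0.823), the pantetheinase Vnn1 (0.925, 0.588, 1.34 and 0.640) and the annexin Anxa8 (1.02, 0.516, 1.62 and 0.423) were higher at 24 h and lower at 16 and 48 h. None of them passed the T3 test (each adjusted p above 0.8). Over the hours of culture Cdh1 (0.93), Vnn1 (0.77) and Dbp rose and Snap25, Spata13 (-0.52) and Zbtb20 (-0.38) fell.

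Of the 13 kept genes of this list 7 were higher and 2 lower with T3 when adjusted over the list alone, against none over all probe-sets. By camera the list was shifted upwards (median log2 0.37, mean 0.25, adjusted p = 0.00815; adjusted p = 0.563 with an estimated correlation), but the genes were chosen on these same arrays, so this is not independent evidence. Without the 24 h pair the mean was 0.19 (adjusted p = 0.175). Over time the list had 3 rising and 3 falling genes, as many over the list alone, and a mean slope of 0.14 (adjusted p = 0.562), or -0.07 without the 6 h arrays.

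Lists around single members were tested as well. They hold genes chosen on these same arrays, such as Gbp3 and Snap25, so they are not independent evidence either. Among 15 interferon and guanylate binding genes Gbp7 (1.30, 1.16, 1.46 and 1.48), the interferon-induced Ifit3 (1.34, 1.08, 2.36 and 1.16) and the immunoproteasome subunit Psmb8 (1.48, 1.01, 2.10 and 1.12) were higher at all 4 time points, and the list was shifted upwards (mean log2 0.29, adjusted p = 5.27e-06; adjusted p = 0.563 with an estimated correlation), 2 genes passing over the list alone. The mean was 0.14 when the 24 h pair was left out (adjusted p = 0.0195). On the untreated 24 h array the list had its lowest mean centred log2 signal, -1.11, with the untreated 6 h array next at -0.892. The median of the list was 0.27 at 6 h, -0.01 at 16 h (7 genes higher, 8 lower), 0.63 at 24 h and 0.09 at 48 h (9 higher, 6 lower). It also rose with the hours (mean slope 0.49, adjusted p = 0.00190; adjusted p = 0.623 with an estimated correlation), with Gbp6 (1.10), Gbp2 (0.68), Tap1 (0.62) and Irf1 (0.48) rising, 5 genes over the list alone, and without the 48 h arrays it did not (0.15, adjusted p = 0.500). The 23 axon guidance genes were shifted downwards by T3 (mean log2 -0.16, adjusted p = 0.0285; adjusted p = 0.563 with an estimated correlation), with Plxna3 (0.903, 0.872, 0.470 and 0.714) and the netrin Ntn1 (0.919, 0.815, 0.367 and 0.890) lower at all 4 time points and no gene passing by either adjustment. Without the 24 h pair that shift was -0.04 (0.687), and without the 6 h pair its adjusted p was 0.0580. Over time 7 axon guidance genes rose, among them the Robo ligands Slit3 (0.89) and Slit2 (0.76), and Dcc and Sema6d (-0.42) fell, 7 and 6 over the list alone, and the list had no trend (mean slope 0.02, adjusted p = 0.562), with signs that turned without the 6 h (-0.14) or the 24 h arrays (-0.01). The 14 synaptic vesicle genes had a mean log2 fold change of -0.10 with T3 (adjusted p = 0.242, no gene passing by either adjustment), 0.12 without the 24 h pair and -0.29 without the 48 h pair (adjusted p = 0.00170). The synaptic vesicle list had its highest mean centred log2 signal, 1.30, on the untreated 24 h array, as did the astrocyte list.

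**Figure D2:**
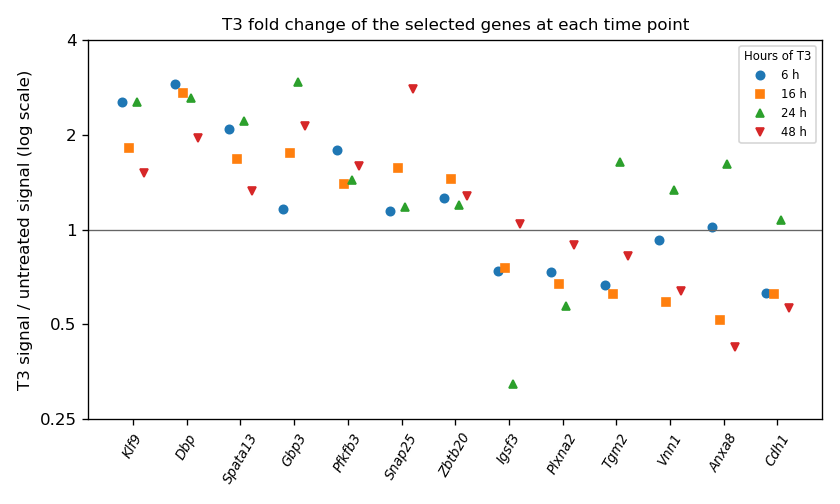
T3 over untreated signal (log scale) at 6, 16, 24 and 48 h for the 13 kept genes of the list, brightest probe-set, 1 array per condition. The line marks a ratio of 1.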

6 genes were up-regulated and 9 were down-regulated in a significant and reproducible manner (Table 1). We focused later investigations on this group of 15 putative TR target genes The group of up-regulated genes included the previously reported T3 target gene *Klf9*. 

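Klf9, a Krüppel-like transcription factor that promotes neuronal maturation, had signals of 3100, 2737, 3131 and 2268 with T3 and 1220, 1508, 1235 and 1498 without at 6, 16, 24 and 48 h (fold changes 2.54, 1.81, 2.54 and 1.51, mean log2 fold change 1.04, SE 0.13, 4 pairs, adjusted p = 0.306). All 7 probe-sets of Klf9 were higher with T3 at every time point, and the 5 kept ones had means of 1.02 to 1.88, the largest with fold changes of 3.56, 4.77, 4.90 and 2.19. Dbp had fold changes of 2.89, 2.72, 2.61 and 1.96, and its signal also rose with the hours (log2 slope 0.61, adjusted p = 0.0125).

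Of 14 kept circadian clock genes, the repressor Nr1d2 (1.17, 1.17, 2.56 and 1.08), Per3 (1.68, 1.30, 1.22 and 1.37) and Bhlhe40 (1.21, 1.03, 1.68 and 1.15) were, with Dbp, higher at all 4 time points. At 24 h all 14 were higher with T3 (median log2 0.85), among them the repressors Ciart (3.39-fold) and Nfil3 (3.29-fold), against median log2 values of 0.05, 0.16 and 0.05 at 6, 16 and 48 h. By camera the clock list was shifted upwards by T3 (mean log2 0.35, adjusted p = 9.33e-06; adjusted p = 0.563 with an estimated correlation), and without the 24 h pair its mean was 0.17 and its median 0.06 (adjusted p = 0.0374). Clock genes had their highest mean centred log2 signal on the T3 24 h array, 0.535, with the T3 48 h array next at 0.245. On the untreated 24 h array it was -0.341, close to -0.324 on the untreated 6 h array. The untreated 24 h array had the highest of the 8 arrays for astrocyte (1.13) and Purkinje cell genes (1.01). A single gene, Dbp, passed when adjusted over the list alone. The paper chose Dbp on these same arrays, so its passing is not independent of that choice. Over the hours of culture Dbp, Per3 (0.70), Bhlhe40 (0.72) and Hlf (0.65) rose, 4 rising and 2 falling over the list alone, and the list as a whole had no trend (mean slope 0.15, adjusted p = 0.283).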

*Hr* expression was too low to be detected by microarray hybridization, but its expected induction by T3 was confirmed by Q-RT-PCR. This result is consistent with Q-RT-PCR being a more sensitive detection method of RNA than microarray hybridization, and indicates that our survey, although revealing expression of about 40% of the annotated genes in the cultured cells, might have missed some changes in gene expression, due to limited sensitivity. However, detection of mRNA expressed by very limited cell populations (see above, ie, *Pcp2* in Purkinje cells) suggests that it was not the case.

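Hr, the hairless corepressor and a direct T3 target in brain, had signals of 15.3, 17.6, 10.8 and 16.5 with T3 and 12.1, 10.7, 12.4 and 7.1 without at 6, 16, 24 and 48 h. On its second probe-set the signals were 20.8, 21.6, 24.2 and 20.0 with T3 against 8.6, 1.3, 6.1 and 2.1 without, higher with T3 in all 4 pairs. Neither probe-set reached the filter, so Hr was not tested and these ratios of small signals carry no error.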

**Table 1:** Q-RT-PCR confirmation of T3 mediated regulation in primary cultures of cerebellum neuronal cells.

Gene	*Full name*	Microarrays				Q-RT-PCR		
		6h	16h	24h	48h	6h	16h	24h
*Anxa8*	*Annexin 8*	1,16	0,62	1,41	0,54	0,92	1,12	0,67
***Dbp***	*D-site albumin promoter binding protein*	**2,65**	**3,06**	**2,47**	1,87	**2,14**	1,87	1,75
***Gbp3***	*Guanylate binding protein 3*	1,41	1,62	**3,48**	1,74	1,30	1,85	**2,50**
***Igsf3***	*Immunoglobulin superfamily, member 3*	0,80	0,80	**0,36**	0,90	1,01	0,98	0,76
***Klf9***	*Krüppel-like factor 9*	**2,49**	1,92	**3,09**	1,76	**5,48**	**9,21**	**4,04**
***Pfkfb3***	*6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3*	**2,00**	1,32	1,30	1,27	1,36	1,93	1,62
***Plp1***	*Proteolipid protein 1*	1,55	1,33	**0,37**	**2,19**	1,13	1,09	0,92
*Plxna2*	*Plexin A2*	1,94	0,67	1,09	1,29	0,97	1,04	0,97
***Snap25***	*Synaptosomal-associated protein, 25 kD*	1,15	1,19	1,08	1,76	1,98	**2,06**	**2,92**
***Spata13***	*Spermatogenesis associated 13*	**2,05**	1,63	**2,06**	1,39	**2,62**	**2,00**	**2,58**
*Tgm2*	*Transglutaminase 2*	0,93	1,05	1,48	0,64	1,09	1,17	0,90
*Vnn1*	*Vanin 1*	0,93	0,52	1,46	0,62	1,13	0,94	N/A
***Zbtb20***	*Zinc finger and BTB domain containing 20*	1,21	1,21	1,25	1,37	1,58	1,26	**2,82**

Bold characters outline fold changes superior to 2.

### In vitro Study of Target Genes Regulation of Expression

The fact that most of the genes that we identified were distinct from those that have been identified in previous studies prompted us to address the possibility that some genes might be regulated in specific cell types, or at specific differentiation steps, whereas others would be regulated more broadly. To study the expression of the T3 regulated genes on another cellular background we used C17.2 cerebellum immortalized pluripotent cell line, which originates from EGL [27]. Although the exact nature of these cells is unclear [29], they are able to differentiate into granular-like neurons when grafted in brain [30]. We first restored C17.2 cells response to T3 by expressing a tagged version of TRα1 in a stable manner and measured the expression of *Hr* in response to TR and T3 (Fig. 1A). We found that both C17.2 and C17.2/TRα1 cells can differentiate within 5 days to Tuj1+ neuronal-like cells in serum-free Neurobasal medium. Interestingly, in this differentiation assay, the presence of T3 completely prevented the appearance of Tuj1+ cells in C17.2/TRα1 but not in C17.2 (data not shown). We then addressed the expression of the 15 novel TR target genes, identified in primary neuronal cultures, in C17.2/TRα1 cells after 48 hours of T3 stimulation in the presence or absence of serum. Figure 1b indicates that, soon after serum deprivation, T3 regulation was visible in these cells, with 3 exceptions (*Plxna2, Spata13* and *Vnn1*). Interestingly, the T3-induced changes in gene expression in presence of serum were mainly limited to *Hr* induction. Although thought to be expressed only in the oligodendrocytes lineage, *Plp1* was activated in serum starved C17.2/TRα1 cells, which did not express other typical oligodendrocyte markers, like *Mbp* gene, encoding the Myelin Basic Protein (data not shown).

**Figure 1:**
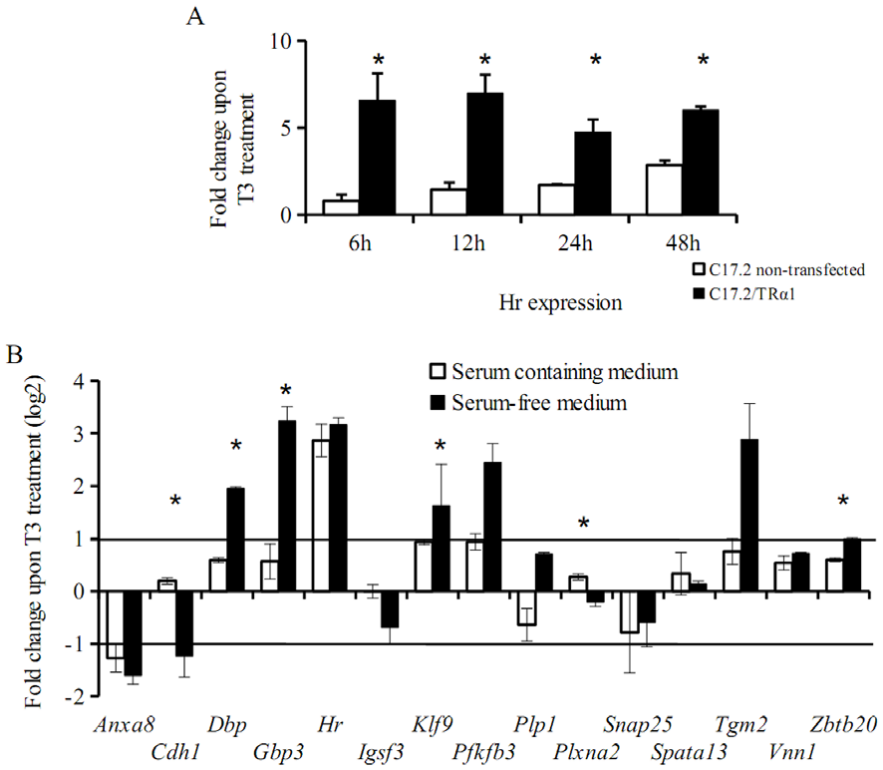
Transfection of TRα1 into C17.2 cells restores their response to T3 treatment. A. T3-induced *Hr* expression is detected earlier and stronger in transfected C17.2/TRα1 cells (black bars) than in non-transfected cells (white bars), *p<0.05, Student’s t-test difference between non-transfected cells and C17.2/TRα1 cells. B. The level of change in expression induced by T3 and measured by Q-RT-PCR in C17.2/TRα1 cells is indicated for each target gene, using non-treated cultures as reference (represented as log2 of the fold change). White bars indicate T3 treatment in proliferative medium (containing serum), black bars indicated T3 treatment in serum-deprived medium allowing for differentiation. Most genes show a response only in serum-deprived medium, *p<0.05, Student’s t-test, difference between serum containing and serum deprived cultures.

The C17.2/TRα1 cell line appears therefore as a convenient *in vitro* model to study the T3/TRα1 signaling pathway in a neural context. It offers the possibility to assess if TRα1 is bound to consensus binding sequences (TR response element, TRE) at proximity of the target genes transcription start site (TSS). Using previous bioinformatics data [22], putative TREs conserved between mouse and human were first identified within 25 kb of transcription start sites (TSS). When no conserved sequence was found, Nubiscan online tool (http://www.nubiscan.unibas.ch/) was also used to extend the search to near-consensus sequences in this region. This gave us a list of putative TREs for each locus (Table 2). Taking advantage of the proteinG tag present on TRα1, we performed Chromatin Affinity Purification (ChAP) to enrich fractionated chromatin into TRα1 bound complexes. This confirmed the presence of TRα1 in areas covering some of previously reported TREs, upstream to *Klf9* [26], *Hr* [22] and *Dbp* [23], and one downstream to the transcription start site of *Gbp3* (Table 2). The transcriptional regulation for these genes is thus likely to result directly from the activation of TRα1 bound to neighboring regulatory sequences. We also used a recombination mediated cassette exchange assay [31] to address the ability of upstream promoter sequences of these genes to drive the stable expression of *renilla luciferase* in C17.2/TRα1 cells and mediate T3 regulation in a physiological chromatin context. This confirmed the presence of T3 regulatory elements within 6 kb of upstream sequences for *Hr* but not for *Gbp3* and *Anxa8* (data not shown).

**Table 2:** Chromatin occupancy by TRα1 in C17.2/TRα1 cells.

Gene	Conserved TRE position	Type TRE	Sequence	TRα1 affinity precipitation (enrichment)
*Anxa8*	−13935	DR4	GTGTCAtgcaAGGTCA	0.74±0.13
	−8825	DR4	GGGGCAtccgAGTTCA	0.69±0.12
	−7406	DR4	AGGTCActccAGGTCC	ND
	−314	DR4	AGTTCAgcaaAGGACA	0.66±0.19
*Cdh1*	−9477	DR4	AGTTTAtgtaAGGTCA	ND
	−2600	DR4	GGGACAgaaaGGGTCA	0.88±0.03
	+1784	DR4	AGGTCAttttGGTGCA	1.48±0.34
	+14093	DR4	GGGTCAccaaGTGTCA	1.15±0.22
	+19817	DR4	AGGTCAcgggAGTTAA	1.12±0.23
	+22206	DR4	AGTTCAagtgAAGTCA	0.98±0.07
	+8445	ER6	TGTCCTcagggaAGTTCA	1.15±0.17
*Dbp*	−17879	DR4	TGGTCAtagcAGGTCA	1.23±0.10
	−10039	DR4	GGGTTAaggaAGTTCA	1.03±0.08
	+18318	DR4	AGGTCActggGGTTCC	1.14±0.15
	**−341**	**DR4/ER6**	**TTGGCCAAatatAGGTCA**	**2.57±0.04**
*Gbp3*	**+406**	**DR4/ER6**	**TCAGCTCAgctgAGGTCA** *	**5.5±0.14**
	+10643	IR0	AGGTCATGACCT*	1.2±0.23
*Hr*	**−2345**	**DR4**	**AGGGCAtctgAGGACA** *	**9.5±1.12**
*Igsf3*	+8259	DR4	AAGTCAactgAGGTCA	1.77±0.22
	+9904	DR4	GGGTGAcagaAGGTCA	0.73±0.13
	+12575	DR4	ATGTCAagagAGTTCA	ND
	**+18783**	DR4	**AGGACAcacgAGGTCA**	**2.08±0.09**
*Klf9*	**−5206**	DR4	**GGTTCAtttgAGGACA**	**7.13±1.04**
	**−3763**	DR4	**AGGTGAagtgAGGTCA**	**6±0.67**
	−19085	IR0	CGGTCATGACCC	0.66±0.10
*Pfkfb3*	−23043	DR4	AGGCCAccctAGGTCA	ND
	−21724	DR4	AGTACAcaggAGTTCA	ND
	−13326	DR4	AGGTCAggagAATTCA	ND
	−1305	DR4	AGGCCAgccaGGGTCA	ND
	+519	DR4	AGGTCAaggtAGGTCT	ND
	+15186	DR4	GGTTAAggcaGGGTCA	ND
*Tgm2*	−10668	DR4	AGGTCAgcaaAAGTCA	0.82±0.16
	+5402	DR4	GGGTCTaaagGGGTCA	ND
	−13773	IR0	AGGTCATGACCT	ND
*Plp1*	−22862	DR4	GGTGCAgctgGGTTCA	ND
	−722	ER6	TGACCTtggcacAGGTCT	ND
	+5330	DR4	AGGGCAtttaAGTTCA	ND
*Plxna2*	+10679	ER6	TGACCAaaccttAGTTCA	ND
*Snap25*	Not found	N/A	N/A	N/A
*Spata13*	−13751	IR0	AGGTCAAGACCT*	ND
*Vnn1*	−1676	DR4	AGTTAAgaggAGGTCA	ND
	+23666	DR4	GGGCCAaataAGTTCA	ND
	+21041	DR4	AGGTCAgggtGGGTCA	ND
*Zbtb20*	−17282	DR4	GGTTCTtacaAGTTCA	ND
	−11201	DR4	GGTTCAcagaGGGCCA	ND
	−10524	IR0	AGTTGATGACCT	ND

* Identified using NUBISCAN. Bold characters correspond to TREs with more that 2-fold enrichment after C17.2/TRα1 cells ChAP. ND: not determined, N/A: not relevant. Mean ± SD for three independent experiments.

### In vivo T3 Target Genes Expression and Regulation by TRα1

As *Thra* is expressed in all cerebellum cell types, we used transgenic mice which express a dominant negative mutation of the TRα1 receptor (TRα1^L400R^) to address the *in vivo* relevance of the gene regulation observed in cultured cells. TRα1^L400R^ can be expressed from the so called *TRα^AMI^* allele of *Thra* only when a transcription stop cassette is deleted by *CRE/loxP* recombination. In *TRα^AMI^*/S mice, excision takes place soon after fertilization, and TRα1^L400R^ expression is nearly ubiquitous. *TRα^AMI^*/S mice display the defects in EGL migration and Purkinje cells arborization, which define congenital hypothyroidism in post-natal cerebellum [14], [16]. Q-RT-PCR of cerebellum RNA showed that significant alterations of gene expression between wild-type and *TRα^AMI^*/S mice at various developmental stages for the identified genes, indicating that these genes can be regulated by liganded TRα1 during cerebellum development, at least at one developmental stage (Figure 2). These results confirmed the predominant *in vivo* function of TRα1 and the relevance of the cell culture systems that we used. Expression kinetics revealed a variety of expression patterns, corresponding to the dynamic changes that occur during cerebellar development, and suggested that, for each gene, T3 sensitivity is restricted to a temporal window, sometimes limited to one time point. For some genes, opposite effects on expression of a target gene in wild-type and *TRα^AMI^*/S were observed at different time points, suggesting that a combination of different T3-mediated regulation mechanisms takes place during development. These variations in mRNA levels can however be influenced by modifications in cellular composition of the cerebellum due to the adverse developmental effects of TRα1^L400R^ and subsequent bias in whole cerebellum mRNA content.

**Figure 2:**
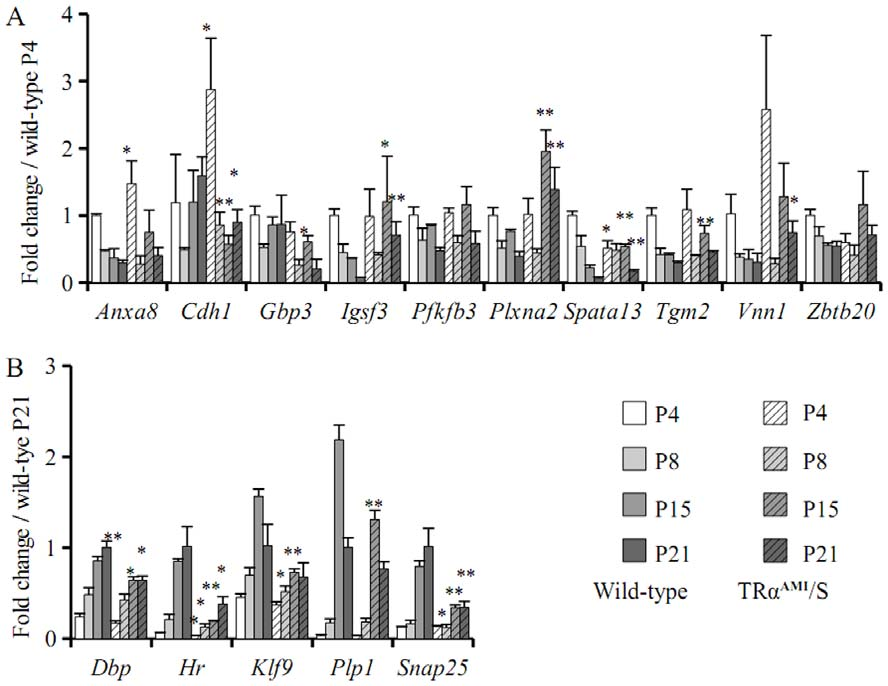
Kinetics of T3 target genes expression in wild-type and *TRα^AMI^/S* mice in the cerebellum as measured by Q-RT-PCR. Expression levels were calculated for each target gene by Q-RT-PCR in wild-type and *TRα^AMI^/S* littermates at P4, P8, P15 and P21 (minimum 3 animals of each genotype for each time point). Data are expressed as mean ± SD using wild-type P4 values (A), for genes with decreasing or stable expression levels over time or P21 (B), for genes with increasing expression levels, as a reference for each genotype. *p<0.05; **p<0.01 for comparisons between wild-type and *TRα^AMI^/S* mice for each time point (Student’s t-test).

To address this last possibility, we examined expression patterns for the identified target genes, using adult and fetal gene expression databases (Allen Mouse Brain Atlas, http://mouse.brain-map.org/welcome.do and Gensat, http://www.ncbi.nlm.nih.gov/projects/gensat/) and cell-type specific transcriptome analysis based on tagged ribosomes immunoprecipitation [32] (Table 3). Preferential *Anxa8, Plxna2* and *Spata13* expression seems to occur in granular cells and in their EGL precursors. Therefore, the observed increase in *Anxa8, Plxna2* and *Spata13* mRNA at P21 might at least in part reflect the persistence of EGL in *TRα^AMI^*/S cerebellum at late stage, rather than a transcriptional regulation. Although granular neurons and their precursors represent the majority of cells present in cerebellum and in the primary cell cultures that we initially used, it is striking that the number of genes found to be expressed preferentially in this lineage is very limited (*Anxa8, Hr, Plxna2*). By contrast, we picked up specific expression of glial cells (*Plp1*) and GABAergic neurons (*Dbp, Pfkfb3, Tgm2*), although these cell types were clearly under-represented in the primary cells culture system that we initially used.

**Table 3:** Database analysis of expression patterns and gene functions.

Gene	Adult		Newborn			Enrichment factors from TRAP study							Phenotype of knock-out mice	
	Allen Brain atlas		Allen Brain atlas		GENSAT	PC	GC	GI	SC/BC	BG	AS/BG	OL	Phenotype	Ref.
	Location	Enrichedin PCL	P4	P14	P7									
*Anxa8*	PCL, BG	No	N/A	N/A	EGL, IGL								N/A	N/A
*Cdh1*	IGL	N/A	ML, IGL	ML, WM	N/A				6,7				Early embryonic death	[33]
*Dbp*	PCL, ML,WM	Yes	PCL, ML, IGL	PCL, ML,IGL	PCL			3,2	3,0	2,7	2,4		Altered circadian clock	[34]
*Gbp3*	Ubi	No	N/A	N/A	N/A								N/A	N/A
*Hr*	IGL, ML	N/A	IGL	IGL, ML	N/A	2,2	2,0			2,3		2,2	Hair and skin defects	[35]
*Igsf3*	Ubi	No	N/A	N/A	N/A								N/A	N/A
*Klf9*	Ubi	Yes	N/A	N/A	N/A		2,6	3,0					Mild neurological and behavioral phenotype	[36]
*Pfkfb3*	PCL	Yes	N/A	N/A	N/A	2,3		4,1					Early embryonic death	[37]
*Plp1*	WM	N/A	WM, IGL	WM, IGL	N/A							5,6	Subtle myelination defects	[38]
*Plxna2*	IGL	N/A	ML, IGL	ML, IGL	EGL, IGL		5,4						Neuronal migration defects	[39]
*Snap25*	IGL, ML,PCL	No	N/A	N/A	Ubi		3,5					2,5	Defective neurotransmitter release, perinatal death	[40]
*Spata13*	Ubi	No	N/A	N/A	EGL								N/A	N/A
*Tgm2*	Ubi	No	N/A	N/A	N/A	3,0			2,4				Faster progression of Huntington’s disease	[41]
*Vnn1*	Ubi	Yes	N/A	N/A	N/A								No obvious brain phenotype	[42]
*Zbtb20*	IGL, ML,WM	N/A	IGL	IGL, ML,EGL, WM	IGL, WM								Defective glucose homeostasis perinatal death	[43]

Abbreviations: AS: Astrocytes, BC: Basket cells, BG: Bergmann glia, EGL: external granular layer, GI: Golgi interneurons, IGL: internal granular layer, ML: molecular layer, OL:Oligodendrocytes, PC: Purkinje cells, PCL: Purkinje cell layer, SC: Stellate cells, Ubi: ubiquitous, WM: White matter. N/A: not available. First location is the principal location. Data from Allen Brain Atlas, GENSAT and reference [32].

### Cell Autonomous and Indirect Regulations

As TRα1^L400R^ expression in transgenic mice depends on the Cre/loxP recombination system, we can address whether the *in vivo* regulation by TRα1 on T3 sensitive gene is a cell autonomous process, a feature that is an important indicator of a direct transcriptional control, by expressing TRα1^L400R^ in defined cell types. We crossed *TRα^AMI^* mice with transgenic mice expressing the CRE recombinase in restricted cell populations. The *TRα^AMI^/O* mice expresses a tamoxifen inducible version of the recombinase in the granular neurons of the posterior lobules of the post-natal cerebellum (Otx2CreER^T2^, [44]) and we therefore expected an inhibition of TRα1 function in the granular cell lineage in this model. *TRα^AMI^/P* mice express TRα1^L400R^ during fetal life in Purkinje cells and GABAergic interneurons progenitors (Ptf1a-Cre, [45]). *TRα^AMI^/C* mice express the mutation in the oligodendrocytes and their committed precursors (Cnp-Cre [46]). Tamoxifen treatment of *TRα^AMI^/O* at P1 followed by Q-RT-PCR analysis at P8 revealed a change in gene expression only for *Cdh1* and *Klf9* (Table 4), in keeping with the putative expression patterns established previously. *TRα^AMI^/C* mice displayed deregulation of *Igsf3*, a possible indication of regulation in the oligodendrocytes lineage. However, most changes in gene expression were observed in *TRα^AMI^/P* mice, where TRα1^L400R^ expression was restricted to GABAergic neurons. *Cdh1, Dbp, Pfkfb3* and *Tgm2* are thus possibly regulated by TRα1 in neuronal cell types that were under-represented in the initial culture conditions. Interestingly, some of the changes in gene expression found in *TRα^AMI^/P* mice are clearly not cell autonomous consequences of TR1^L400R^ expression in GABAergic neurons, but affect expression either in oligodendrocytes (*Plp1)* or granular neurons *(Plxna2)*. This might reflect an indirect response of this last cell type to diffusible factors secreted by GABAergic neurons under T3 stimulation.

**Table 4:** Cell autonomous effect of *in vivo* expression of a dominant negative TRα1 mutation.

Genes	*TRα^AMI^/S*P15	*TRα^AMI^/C*P15	*TRα^AMI^/P*P15	*TRα^AMI^/S*P8	*TRα^AMI^/O*P8	*TRα^AMI^/P*P8
N = (WT/mutants)	7/4	3/5	5/3	4/3	3/3	4/5
*Anxa8*	2.04±0.90	0.90±0.22	1.15±0.47	0.58±0.26	1.04±0.90	**0.59±0.25** *
*Cdh1*	**0.48±0.11** **	1.26±0.53	**0.45±0.11** *	1.76±0.39	**0.68±0.13** *	1.03±0.63
*Dbp*	0.75±0.04	ND	**0.71±0.13** **	0.88±0.17	0.87±0.09	1.30±0.29
*Gbp3*	**0.71±0.11** *	ND	0.64±0.06	0.50±0.16	0.65±0.24	0.67±0.39
*Hr*	**0.22±0.13** **	0.70±0.36	**0.80±0.16** *	**0.61±0.07** *	0.81±0.26	1.82±0.61
*Igsf3*	**3.34±1.87** *	**7.55±2.12** **	0.88±0.15	0.93±0.08	1.02±0.08	0.57±0.28
*Klf9*	**0.47±0.17** **	0.91±0.50	1.23±0.49	0.74±0.16	**0.67±0.08** *	1.06±0.43
*Pfkfb3*	1.37±0.32§	ND	**0.75±0.19** *	0.95±0.17	0.80±0.12	**0.20±0.11** **
*Plp1*	**0.60±0.10** **	1.80±0.61	0.80±0.17	1.03±0.32	0.52±0.15	**0.41±0.16** **
*Plxna2*	**2.56±0.42** **	1.20±0.61	0.84±0.17	0.86±0.11	0.74±0.19	**0.51±0.22** *
*Snap25*	**0.43±0.13** **	ND	0.94±0.22	0.76±0.07	0.73±0.07	0.94±0.58
*Spata13*	**2.39±0.15** **	ND	0.99±0.25	0.90±0.17	0.73±0.32	1.52±0.34§
*Tgm2*	**1.76±0.28** **	0.84±0.23	0.95±0.28	0.96±0.03	0.92±0.05	**0.43±0.11** *
*Vnn1*	3.64±1.42	ND	0.91±0.10	0.75±0.20	1.16±0.05	1.16±0.66
*Zbtb20*	2.10±0.89	ND	0.97±0.09	0.59±0.21	0.75±0.42	1.19±0.23

*TRα^AMI^/S* data are reported from figure 2 for comparisons. ND: Not determined. Values are indicated as mean ± SD. Significant changes (Student T-test) are indicated in bold:

** : p<0.01,

* : p<0.05.

## Discussion

By using a cell culture system aimed at maximizing T3 response of cerebellum cells, we were able to identify new T3 target genes, which are either up- or down-regulated during normal cerebellum development. Among the genes identified by our screen, only four were already reported as being regulated by T3, sometimes in other brain areas and at different stages: *Hr* [47], *Snap25* [48], *Dbp* [49] and *Klf9* [50]. Among the identified genes, some are regulated during early development, possess TREs in their regulatory sequences, which can be actually occupied by TRs, and are sensitive to the expression of a dominant negative TRα1 mutation in a cell-autonomous manner. These genes *(Hr, Dbp, Klf9, Gbp3)* are, beyond any reasonable doubt, direct TR targets. For the others the demonstration is only partial and alternative explanations for changes in genes expression are possible. In some cases (*Plp1*, *Plxna2*, *Tgm2*), slow kinetics could be an indication that they are secondary targets, activated by transcription factors which expression is itself regulated by T3, or by some of the neurotrophic signaling pathways that are activated by T3. Nevertheless, this study provides with a list of genes that may be important for cerebellar development and which role in this process would be worth investigating.

This study is at least the fourth attempt to identify T3 target genes in the cerebellum by broad transcriptional analysis, and there is little overlap between datasets. Although the discrepancies between the present and previous studies might in part be due to technical reasons, we believe that most differences can be explained by the fact that the repertoire of TRs target genes is highly dependent on cell types and, as indicated by our *in vivo* data, developmental stage. Here we favored the discovery of genes regulated by T3 in neurons, especially in the most abundant granular neurons, whereas previous attempts focused on whole cerebellum at early [18] or late [20]–[22] time points. Interestingly, only two of these genes (*Hr, Klf9*) have been identified as T3 target genes in neurons from several brain areas and at different stages in mice and even in frogs [22], [26], [50], [51], [52] and seem to possess the singular property to be inducible by T3 in various cellular contexts.

Current knowledge provides few indications that the gene regulations that we observed might significantly impact cerebellar development. However, *Klf9* knock-out mice show a deficit in the rotarod test, a sign of cerebellar disorder [36]. Its function in granular neurons remains unknown. *Zbtb20* encodes a transcription factor able to specify neuronal identity [53], [54]. *Plp1* is a gene encoding one of the major myelin component, proteolipid protein, expressed in oligodendrocytes. Thyroid hormone is known to be essential for oligodendrocytes differentiation [10] and thus for *Plp1* expression [55]. According to our data, *Plp1* is however unlikely to be a direct T3 target gene, and its *in vivo* down-regulation might just reflect a delay in oligodendrocytes differentiation. The fact that we detect changes in its expression in microarrays might be due to a less oligodendrocyte-restricted expression that previously known [56]. According to our observation *Plxna2* gene is also sensitive to T3 signaling *in vivo,* but its deregulation by expressing the mutant TRα1 only in GABAergic neurons although this gene is expressed in granular cells suggest that *Plxna2* is not a direct TRα1 target gene. It encodes a semaphorin receptor family member, which, by binding to its ligand, SEMA6A, promotes granule cells migration [39]. For both *Plp1* and *Plxna2*, some unknown primary event is triggered by T3, possibly in Purkinje neurons, as indicated by the *TRa^AMI^/CRE* models. Purkinje neurons cells secrete a number of neurotrophic and growth factors that coordinate cerebellum development [57]. The majority of the other newly identified TR target genes encode proteins with known functions, relevant to synaptic transmission (SNAP25), transcription factors (Zbtb20, DBP), adhesion and extracellular matrix proteins (ANXA8, CDH1, TGM2), signal transduction (Spata13) and cell survival (Tgm2). However, mouse genetics have not yet established their involvement in cerebellum post-natal development. The metabolic function of the *Pfkfb3* gene product, 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3, is well known. This enzyme regulates the steady-state concentration of fructose-2,6-bisphosphate, a potent activator of a key regulatory enzyme of glycolysis, phosphofructokinase. Glycolysis is sensitive to T3 in several cell types, and a key parameter for neuronal activity. Glucose consumption was found to be reduced in the brain of mice expressing a TRα1 dominant-negative mutation [58]. Overexpression of *Pfkfb3* is however detrimental to neurons [59] as it favors the accumulation of toxic free radicals, a possible consequence of T3 excess in several systems [60]. This provides a possible explanation for increased neuronal cell death in hyperthyroid post-natal cerebellum [18]. As we found little glucose consumption in our primary cultures (data not shown), pyruvate being probably used as a substitute for energetic metabolism, we cannot address the metabolic consequence of *Pfkfb3* stimulation in our *in vitro* system.

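Pfkfb3, which makes the activator of phosphofructokinase, was higher with T3 at every time point (fold changes 1.79, 1.40, 1.44 and 1.59 at 6, 16, 24 and 48 h, mean log2 fold change 0.63, SE 0.13, 4 pairs, adjusted p = 0.815). The pyruvate kinase Pkm was higher at 3 of them (1.13, 1.19, 1.16 and 0.973), and hexokinase 2, Hk2, only at 24 h (0.863, 0.936, 3.03 and 0.725). Aldolase C, Aldoc, which astrocytes and Purkinje cells also express, was at 0.275 at 24 h. The 17 kept glycolysis genes had a mean log2 fold change of 0.10 (camera adjusted p = 0.0285; adjusted p = 0.563 with an estimated correlation), and Pfkfb3 alone passed when adjusted over the list alone, against none over all probe-sets. Pfkfb3 was chosen by the paper on these same arrays, so its passing is not independent of that choice. The camera call of the list was lost without the 6 h, the 16 h or the 24 h pair (means of 0.10, 0.09 and 0.08, adjusted p = 0.0624, 0.0615 and 0.175). Over the hours of culture the neuronal enolase Eno2 rose (log2 slope 0.60, adjusted p = 0.0151), the only gene to change by either adjustment, and the list had a mean slope of 0.15 (adjusted p = 0.0616), which was -0.04 without the 6 h arrays.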

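Purkinje cell genes were lower with T3 at 6 and 24 h and higher at 48 h, with median log2 fold changes of -0.47, -1.22 and 0.22: calbindin, Calb1, had fold changes of 0.641, 1.17, 0.401 and 1.19 at 6, 16, 24 and 48 h and the carbonic anhydrase-related Car8 0.722, 1.11, 0.137 and 1.08. In the oligodendrocyte lineage the myelin enzyme Cnp was at 1.11, 0.985, 0.242 and 0.795, and Mbp at 1.52, 1.36, 0.334 and 1.02. Atoh1, the specification factor of granule cells, had 0.889, 0.905, 0.121 and 0.975, and Rbfox3 1.04, 1.46, 0.957 and 1.87. Microglia genes were higher with T3 at 3 of the 4 time points: Tyrobp, an adaptor of microglial receptors, had 1.55, 1.32, 1.06 and 1.32, the cathepsin Ctss 0.939, 1.30, 1.28 and 1.39, and the list medians were 0.29 at 6 h, 0.33 at 16 h, 0.03 at 24 h and 0.37 at 48 h.

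By camera, T3 shifted the 7 Purkinje cell genes downwards (mean log2 -0.32, adjusted p = 0.0423; adjusted p = 0.563 with an estimated correlation), the 6 oligodendrocyte lineage genes downwards (also -0.32, 0.0423; adjusted p = 0.563 with an estimated correlation), the 20 cell division genes downwards (-0.13, 0.0285; adjusted p = 0.763 with an estimated correlation) and the 10 microglia genes upwards (0.21, 0.00397; adjusted p = 0.563 with an estimated correlation). No gene of these lists passed by either adjustment. The cell division list had medians of 0.0015, 0.0613, -0.776 and 0.195 at 6, 16, 24 and 48 h. All 20 of its genes were lower at 24 h, and 18 were higher at 48 h. Without the 24 h pair the Purkinje (-0.05, 0.622), oligodendrocyte (-0.11, 0.472) and cell division lists (0.07, 0.0718) did not pass, and without the 6 h pair the Purkinje list did not (0.104). Without the 24 h pair the microglia list had a mean of 0.33 (adjusted p = 1.50e-07, fry 0.0336).

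Granule cell lists did not pass. The precursor list had a mean of -0.15 (adjusted p = 0.0797), 0.08 without the 24 h pair, -0.24 without the 16 h pair (0.0351) and -0.27 without the 48 h pair (0.00580), and the 8 genes of differentiated granule neurons -0.24 (0.242), 0.04 without the 24 h pair and -0.42 without the 48 h pair (0.0110). For GABAergic interneuron genes it was -0.40 (0.196), 0.02 without the 24 h pair, for vascular and meningeal genes 0.03 (0.714), -0.10 without the 24 h and -0.01 without the 48 h pair. Astrocyte and Bergmann glia genes had -0.23 (0.0712), 0.12 without the 24 h pair, and adjusted p of 0.0490, 0.0286 and 0.0190 with the 6, 16 or 48 h pair left out, and Gdf10 was the single gene of these 5 lists higher when adjusted over its list alone. On the untreated 24 h array the Purkinje cell list had a mean centred log2 signal of 1.01 and the oligodendrocyte list of 0.86, above each of the other 7 arrays.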

Our initial broad survey identified a small number of genes in T3 sensitive genes in granular neurons, whereas it revealed T3 response of genes expressed in Purkinje neurons, and even in oligodendrocytes. This is a striking observation, considering that this two last cell types were a small minority of the cultured cell population and that EGL persistence at P21 and granular cells defects in differentiation and migration are the major landmarks of hypothyroidism. The fact that transcriptome analysis was sensitive enough to detect variations of rare mRNA prompts us to suggest that the total number of T3 target genes in granular neurons is very small, although it includes two of the best characterized examples: *Hr* and *Klf9*. That few genes are regulated by T3 in the granular cell precursors which populate the EGL is consistent with recent results showing that *Thra* expression is weak in the proliferating granular cells precursors [61], [62]. However, this explanation does not hold for post-mitotic granular neurons, but granular cells were mainly in precursor state when we did our primary cultures (P1–P4). 

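Thra, the gene of the T3 receptor TRα, had signals of 834, 556, 644 and 609 with T3 and 966, 562, 1174 and 574 without at 6, 16, 24 and 48 h (log2 slope -0.15 per doubling of the hours, adjusted p = 0.334), with a T3 mean log2 fold change of -0.25 (SE 0.16, 4 pairs, adjusted p = 0.816) and of 0.03 on another probe-set. Thrb, the gene of TRβ, had signals of 2.9 to 12 and was not kept. Crym, which binds T3 in the cytosol (log2 slope 1.09, SE 0.14, adjusted p = 0.00824), Dio2, the deiodinase that makes T3 in glia (1.08, 0.0405), and the receptor partner Rxra (0.39, 0.0285) rose with the hours of culture. Of the 8 kept genes of T3 transport, activation and receptors these 3 rose and none fell, 3 and 1 adjusted over the list alone, and the list had no trend by camera (mean slope 0.25, median 0.04, adjusted p = 0.562) and passed fry (adjusted p = 0.0408). Under T3 its mean log2 fold change was -0.02 (adjusted p = 0.687), with no gene passing by either adjustment, and 0.02 without the 16 h pair.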

The broad survey that we performed convinces us that most of the T3 direct response does not occur in the granular lineage that represents the vast majority of the cerebellum cell population at this stage, although thyroid hormone could have a major role on granular cell terminal differentiation at later stages. At early stages, our data suggests that T3-mediated gene regulation is mainly taking place in few cell types, including Purkinje cells, that play a pivotal role in a network of cellular interactions, mediated by direct contacts and neurotrophic factors secretion. The small number of target genes suggests that the cellular alterations observed in hypothyroid cerebellum are mainly indirect consequences of minor initial imbalance in gene expression, and that T3 controls the expression of few key developmental genes in cerebellum neurons. If our interpretation is correct, congenital hypothyroidism in cerebellum might be viewed mainly as desynchronization of the cellular interactions which govern proper neurodevelopment.

## Materials and Methods

### Animals

All animals used in this study were housed, raised, bred and used in accordance with European directive 86/609/EEC and in compliance with national and international rules and laws on animal welfare. Heterozygous mice expressing the TRα1^L400R^ ubiquitously were produced by using the sycp1CRE transgene expressed in spermatogonia [14]. Cell specific recombinations were obtained by crossing TRα^AMI^ mice with OtxCRE-ER^T2^ [44], Ptf1aCRE [45], CnpCRE [46]. Recombination patterns were verified by PCR [14] and by crossing with reporter transgenic ROSAYFP mice and immunocytochemistry [63].

### Primary Cultures of Newborn Mice Cerebellar Neurons

Newborn mice (P1–P4) were decapitated and the cerebellum was rapidly recovered in a Petri dish containing HBSS medium without Ca^2+^or Mg^2+^supplemented with 1 mM pyruvate and 10 mM Hepes. Cerebella were pooled and then washed and dissociated in 1 mL of the same medium. 2 mL of HBSS (with Ca^2+^and Mg^2+^)/1 mM pyruvate/10 mM Hepes was added and cells were centrifuged 1 min at 200 g. Supernatant was removed, cells were resuspended in Neurobasal medium containing 2% B27 supplement, 0.5 mM L-glutamine and 0.5% penicillin-streptomycin and plated in 24-wells plates coated with poly-lysine (0.05 mg/mL). All cell-culture media were purchased form Gibco-Invitrogen.

Cultures were maintained for 48 hours after seeding to favor neuronal survival at the expanse of glial cells and then treated with 0.1 µM T3 for 6, 16, 24 and 48 hours (one culture for each time point). Control cultures were submitted to the same scheme of medium change without addition of T3. Batches of cells were allowed to grow for up to 10 days and screened for expression of neuronal or glial markers by immunohistochemistry. This set of cultures and another set of primary cultures comprising the same conditions have been used for confirmation by Q-RT-PCR.

### RNA Extraction

Total RNA was extracted from cell cultures or mice cerebella with the Qiagen RNeasy kit according to manufacturers recommendations. RNA qualities and quantities were verified by capillary electrophoresis (BioAnalyser, Applied Biosystems) before reverse-transcription.

### Microarrays Hybridization

1 µg of each RNA was reverse transcribed and cDNA were submitted to one round of linear amplification before hybridization to whole-genome mice Affymetrix microarrays (GeneChip Mouse Genome 430 2.0 Array). One microarray was used for each condition. Data were analyzed using the Affymetrix GCOS software, data were normalized by Affymetrix MAS5.0 software, providing an estimation of expression levels for each probe-set and a p-value of the significance of the expression change. Data were pairwise compared for each time point between a T3-treated culture and a matched untreated culture prepared simultaneously from the same cell batch. This work was done by the Bio-informatics and Expression Analysis core facility at Karolinska Institutet (Sweden).

### Quantitative Reverse Transcription-PCR (Q-RT-PCR)

For Q-RT-PCR on mouse cerebella, 1 µg of each RNA sample was reverse-transcribed using MLV reverse-transcriptase (Promega). Quantitative PCR were then performed in 96 wells-plates using the *hypoxanthine guanine phosphoribosyl transferase* gene as a reference after carefully checking that our conditions did not significantly modify its expression level (less than one Ct of difference between compared samples, see also [22]) and the following mix: 4 µL of primers (see primers list in Table S1) mix 1.2 mM, 6 µL of SYBRGreen mix (either Qiagen Quanti-tect mix or Biorad iQ supermix) and 2 µL of cDNA diluted 1 in 20. A standard curve was made for each gene and each measure was made in triplicates. Melting curves were analyzed to ascertain homogeneity of the amplified products. Expression levels were calculated using the 2^−ΔΔ(Ct)^method [64]. Statistical differences have been calculated using unpaired Stutent t-test assuming different group sizes and variances.

### C17.2 Culture and C17.2/TRα1 Cells

C17.2 neural cells [18] were grown in DMEM medium (4.5 g/L glucose, glutamine, pyruvate) containing 10% FBS, 5% horse serum, 1% glutamine, 1% penicillin-streptomycin. Cells proliferate in this medium and were split 1/10 each week. Sera used for cell culture were deprived of T3 either by activated charcoal or resin treatment. When cultured without serum, serum removal was done simultaneously with T3 treatment. For testing target gene expression after transfection and in medium with or without serum, three independent experiments have been done.

pCEMM-GS-TRα1 was constructed by inserting the murine TRα1 reading frame amplified by PCR into the BamHI site of pCEMM-NTAP [65] create a reading frame encoding a GS-TRα1 protein, tagged at its N-terminus by a fragment of protein G. A downstream *IRES-gfp* cassette located on the transcription unit ensured co-expression of a green fluorescent protein. pCEMM-GS-TRα1 was co-transfected into C17.2 cells with pPGK-Puro and puromycine resistant cells were submitted to two rounds of sorting to select cells with stable expression of both gfp and GS-TRα1. This was further confirmed by Western blotting using an anti-TR antibody (Santa Cruz).

### Chromatin Affinity Purification (ChAP)

This method differs form chromatin immune-precipitation (ChIP) in that it does not involve an antibody directed against the DNA-binding protein of interest but relies on affinity binding between the tagged protein and other molecules bound to beads (in our case the protein G tag and IgG beads, see [65]). T3-treated or non-treated C17.2 cells were rinsed with PBS and cross-linked with 1% paraformaldehyde in PBS for 10 minutes at 37°C. Cells were then harvested, and stored at −80°C as pellets. Cell pellets were resuspended in 300 µL lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris pH 8) and sonicated 8 min (30s ON/30s OFF, high intensity) with a bath sonicator (Bioruptor, Diagenode). A small aliquot of cell lysate was analysed by gel electrophoresis and size of DNA fragments verified to be between 200 and 800 bp. 100 µL of the cell lysate was kept as input and the rest was diluted 1 in 10 in dilution buffer (1% Triton X-100, 1 mM EDTA, 150 mM Na Cl, 20 mM Tris pH 8) and incubated with IgG-coated magnetic beads (Invitrogen) at 4°C overnight. Negative control was obtained with non-transfected C17.2 cells. Beads were then rinsed twice in TSE1 buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris pH 8), three times in TSE2 buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 500 mM NaCl, 20 mM Tris pH8), twice in LiCl wash buffer (0.25 M LiCl, 1% NP-40, 1% Sodium deoxycholate, 1mM EDTA, 1 mM Tris pH 8), twice with TE (10 mM Tris-HCl, 1 mM EDTA pH 8) and DNA fragments were eluted in 0.1 M NaHCO_3_, 1% SDS. Cross-link was reversed by overnight incubation at 65°C in 200 mM NaCl. DNA was purified using the Qiagen minElute kit, and quantified by Q-PCR as described above. Calibration curves were made with dilutions of input DNA and purification rates were calculated using the 2^−ΔΔ (Ct)^ method as input percentages. For each gene, a distal promoter DNA sequence was used as a control for non-specific background binding (see Table S2 for position of amplified sequence for both putative TREs and negative control). Enrichment was calculated as the ratio between input percentages of specifically bound quantity and non-specific binding. Preliminary experiments, using non-transfected cells, allow to set a threshold of 2-fold enrichment, as a minimum to ascertain genuine receptor binding (see Table S2 for primer sequences). Non-transfected cells gave no enrichment and no increase in purification in the precipitated fraction for any putative TRE (data not shown). Each putative has been tested on three independent ChAP experiments and results were well reproducible when enrichment was observed.

## Supporting Information

Table S1 **Q-RT-PCR primers used for gene expression experiments.**
(DOC) Click here for additional data file.

Table S2 **Q-RT-PCR primers used for ChAP analysis.**
**(**DOC) Click here for additional data file.

# Supplementary material for: Genome-Wide Search Reveals the Existence of a Limited Number of Thyroid Hormone Receptor Alpha Target Genes in Cerebellar Neurons
**Source:** PLoS One. 2012 May 7;7(5):e30703. doi: 10.1371/journal.pone.0030703
**Supplement:** Table S1 — Q-RT-PCR primers used for gene expression experiments.

Supplementary table 1: Q-RT-PCR primers used for gene expression experiments.

| **Gene** | **F primer** | **R primer** |
| --- | --- | --- |
| ***Anxa8*** | CCCTGGAAGAAGACATCCAA | CTGCGTGTGCACAGGATAGT |
| ***Cdh1*** | GCCGGAGAGGCACCTGGAGA | GGCGCGGACGAGGAAACTGG |
| ***Dbp*** | GAAGGCAAGGAAAGTCCAGGTGCC | GCTCCTGCCGCACAGCCA |
| ***Gbp4*** | TAGCACAGCCTCTGGTGGTGGT | GCCTTCAGTGTCCAAAAGGACCAGG |
| ***HPRT*** | CAGCGTCGTGATTAGCGATG | CGAGCAAGTCTTTCAGTCCTGTCC |
| ***Hr*** | GCCTTGCTTCCTATGATTGTCTCC | AGAGGTCCAAGGAGCATCAAGG |
| ***Igsf3*** | AACATCCCCATCGTCGTGCTGC | ACATGACATTGCTGCGGCGGT |
| ***Klf9*** | CACGCCTCCGAAAAGAGGCACAA | CTTTTCCCCAGTGTGGGTCCGGTA |
| ***Pfkfb3*** | CAGCTTTGAGGAGCGTGTGGCT | GGCACAAGGCAGGCTGTGGAAA |
| ***Plxna2*** | TGCAAATCAAGGAGCGGTTGCAGT | TACAGGGTCAGTCCCTCCACAGGA |
| ***Snap25*** | GGGCAGAGCTCACGTTGCATTGA | GGCCAGCAAGTCAGTGGTGCTT |
| ***Spata13*** | TTGGACACGCTGGCTTTGGAGC | ACCCCCATTCACGCCGGTAACT |
| ***Tgm2*** | TGCTGGGTGTTTGCAGCGGT | TGTTGCTCTCCAGCTCCCCGAA |
| ***Vnn1*** | CTCGCTCAGCGGCACTTTTGGA | GGATGCCCAGTCCTTCCCATACAAC |
| ***Zbtb20*** | CCAGCCCTCATCCACTCGACACAT | GCGAACCGTCACGTCACAGAAGT |

F : Forward orientation R : Reverse. All PCR products are less than 300 bp long.

# Supplementary material for: Genome-Wide Search Reveals the Existence of a Limited Number of Thyroid Hormone Receptor Alpha Target Genes in Cerebellar Neurons
**Source:** PLoS One. 2012 May 7;7(5):e30703. doi: 10.1371/journal.pone.0030703
**Supplement:** Table S2 — Q-RT-PCR primers used for ChAP analysis.

Supplementary table S2: Q-RT-PCR primers used for ChAP analysis.

| Gene | Chr. | TSS | Position TRE | Type TRE | Forward primer | Reverse primer |
| --- | --- | --- | --- | --- | --- | --- |
| Anxa8 | 14+ | 34899204 | -13935 | DR4 | CCACTGTGCCCCATTTTGCTAGTCTC | TCATGGACAGAACCTAGCCCAGGAC |
|  |  |  | -8825 | DR4 | TGGAACAGAGGTCCCTGATGGCA | AGCCAGACTGATGCGCTCCAAC |
|  |  |  | -7406 | DR4 | CCCTCCATCTTTCAGCACTGGAGC | GGGTGTCTGGGCCTGGTCAGATTTA |
|  |  |  | -314 | DR4 | AGACACAGTGCACCCCAGGGA | GCGCGCAGCCCTTCTGCTTA |
|  |  |  | -10383 | CTRL | AGGAGCATCAACAAGGCTGGCAC | AGCGAAGCCGGGATAGCCTCC |
| Cdh1 | 8+ | 109127264 | -9477 | DR4 | ACACCTTAGACTGGAAACCCT | TGATCCCAGCACTCAGGA |
|  |  |  | -2600 | DR4 | GTCACTACTGCACAGAGCCCCAAC | ACAGGTCAGGTCTAATGCACCCTTCA |
|  |  |  | +1784 | DR4 | GTAGGGAATGGCTGGGAGCAAGG | TCCCAGAAAGGGATTGTGTGTGACTTC |
|  |  |  | +14093 | DR4 | CCCCCTTCTCTTGCTAATCCTTTCGCT | AGCAAGCACTCAGGAGTCATCTTGACA |
|  |  |  | +19817 | DR4 | TGGCTCTGTCCATCCAGCCTTCA | TGGAACAGTCCAAGGTCACGGGAG |
|  |  |  | +22206 | DR4 | ACCCAGCACCTTACCTGCTACACA | ACGCCTGAGTCTTTGAGGCCAAC |
|  |  |  | +8445 | ER6 | AGGGGACCCGGAAATGTAGCCA | TGTGCTGGCCCCTCTTCCCAAA |
|  |  |  | +5010 | CTRL | TGCTGAAAGCCGCCTTGGACAG | TGGCCCACATGAGCCCTAGTCA |
| Igsf3 | 3+ | 101182236 | +8259 | DR4 | TGGCACCTTGGCCCTGGTCTTA | TCTCCATGGAAAGTGCTTCCTGGCTAA |
|  |  |  | +9904 | DR4 | GCCTGGCTCACCTTTCCACTGC | AAGGGGCTCCTCCGGTGGTC |
|  |  |  | +12575 | DR4 | GGATGGATAGGGCTTGGCATTCTTTGG | CACTGGTCACATTCATGGGGCATCC |
|  |  |  | +18783 | DR4 | CGTGTTGTGCTAAGAGGCGTGAGC | TTCAGGCTTCGTGGGAGATGAGCC |
|  |  |  | +7221 | CTRL | TGGAGCAGACGGTCGGTATGGA | ATAGAACTCGGGCTCAGGGGCA |
| Dbp | 7+ | 52960602 | -17879 | DR4 | ACAAAGCCACGCTGTATGACCTGC | ACGTAACTGAGCAGAGGAGCCGA |
|  |  |  | -10039 | DR4 | TCTGTGAGCACGCTGATGGGAAGA | GGTGGTTCCCACAACCCCTGTGAA |
|  |  |  | +18318 | DR4 | TTGACCACCAGCATCTGCCTGC | AACTCCCACCCTCCAGTGGCAT |
|  |  |  | -341 | DR4 / ER6 | AGCACGCGCAAAGCCATGTG | GCGTGAGGGGCTGAACTTGTGTA |
|  |  |  | -13793 -13659 | CTRL | ACGGGAGGGATGTGCAACCAGA | TAGGACTCACGTTGGCAGGGCA |
| Gbp3 | 3+ | 142223016 | +406 | DR4 / ER6 | TCTGCAAGATGTGGCGGGGTGA | GTGGCAAAGTAACAGCCGCCCAA |
|  |  |  | +10643 | IR0 | CCTCTGACTGATGCTCAGGGAGGTC | AGCCGGGCCAGCATCATTGT |
|  |  |  | +3185 | CTRL | ACCTGGTGGGAAAGGCAGCACA | GCAAGGCCAAGTGGAGGTCTTCAG |
| Klf9 | 19+ | 23215716 | -5206 | DR4 | TGCACGAGTTTGGGGCGGATTC | TGGGCCTGGCATCGCCCTTTTA |
|  |  |  | -3763 | DR4 | TGACATTCTACAGGCCCACCCTGG | ACCTCACTTCACCTCTCCCAGCCA |
|  |  |  | -19085 | IR0 | ACGAGCTGTGCTGGTGTGAGTC | TGCAGCTGAGGTTAGAGGTGGGTC |
|  |  |  | -14273 | CTRL | CACGGGAAAGGCTGGGTTGTGA | TTACTGTCTCTACCTCTGGGCCTGC |
| Tgm2 | 2- | 157972164 | -10668 | DR4 | ACCAGGCCCAACCTGGCTGTAA | GTCCACCATGCCAGCCTAAGCAA |
|  |  |  | -5677 | CTRL | AGAACCAGCCTCCACTGCCCAA | TGCCCAAAGGAACCCCTCGTCA |

How the deposited data were processed for this re-analysis (not part of the article)

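The authors' deposited table was used as it stands: 1 signal intensity per probe-set and array on a linear scale, computed with GCOS and MAS 5 according to the submitters' processing notes, each array scaled by the authors to the same mean. The mean without the highest and lowest 2% of probe-sets was 100 on every array. The table holds 45101 probe-sets on 8 arrays, 1 for each combination of treatment (T3 or none) and time point (6, 16, 24 and 48 h). Columns of values left unused: 0. Of the probe-sets, 64 hybridization and labelling controls were left out. Of the other 45037, 34945 carry 1 gene symbol, 932 several and 9160 none. Gene IDs were looked up in the mouse RefSeq gene table (34741 found) and no symbol had to be updated. Probe-sets with several or no symbols took part in the tests by probe-set and are not given a gene name. Among 315 distinct members of the gene lists 31 have no probe-set with a symbol of their own and are not analysed here. Detection calls and the comparison p-values of MAS 5, the Q-RT-PCR, the C17.2 cells and the tissue of animals were not used here.

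Signals below 1 were set to 1 and taken as log2. A probe-set was kept when its mean log2 signal over the 8 arrays reached the 60th percentile (log2 of 4.95), which kept 18015 probe-sets and 10194 of 18193 genes (56%). A gene with several probe-sets is represented by the brightest, and other probe-sets are given for some of the genes that the paper names. Analyses ran in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

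The T3 effect was fitted with limma on log2 signals with the time point as a block (4 pairs), with a variance trend and moderated variances (prior degrees of freedom 4.44). The change with time was fitted on the log2 of the hours with treatment as a covariate over 8 arrays (prior degrees of freedom 3.01), and a T3 effect that changes with time on the 4 differences between paired arrays against the log2 of the hours. P values were adjusted by Benjamini and Hochberg over all kept probe-sets, with a threshold of 0.05. SE is the moderated standard error. Fold changes at a single time point compare 1 array with 1 array, are counted at 2-fold and have no test. The p values over time take the arrays of a time point as independent, and in fits added after the data were seen the mean of the arrays of each time point, or the time point as a random block (duplicateCorrelation), was used instead. Pairing by cell batch is stated in the methods. Deviations from the treatment mean correlated between the members of a pair at 0.905, 0.713, 0.520 and 0.878 for 6, 16, 24 and 48 h. At each time point the best partner was the array of the same hours. Arrays of the same hours can correlate without a shared batch, so these values cannot check the pairing by batch.

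Gene lists for cell types, T3 response and pathways (21 lists, 20 with kept genes) were tested with camera at the preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fry, adjusted over the lists. The list of choroid plexus genes was added after the T3 fold changes had been seen. Each gene of a list was also adjusted over the genes of its list alone. The median of a list at each time point was set against 10000 random lists of the same size, matched on mean signal. Genes are named by fixed rules: the genes of the paper, members of the lists, the 5 largest differences up and down at each time point, the 10 smallest p values among genes with the same sign at all 4 time points in each direction, and the 10 steepest passing slopes in each direction.

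Alternatives were quantile normalization, median centring, adding 32 to the signal, no filter, a filter at the 75th percentile, a filter on both arrays of a time point, no variance trend, no block, hours in place of their log2, untreated arrays alone, thresholds of 1.6-fold and 3-fold, other probe-sets of a gene and the mean of its probe-sets, and leaving out each time point.

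The fits were tested on simulated data of 18015 probe-sets with the same design and independent arrays, with 100 changed probe-sets per size. For T3, 57% of changes of log2 1 and 91% of log2 2 were recovered, with 5 false among 153 calls. For time the shares were 95% and 99%, with 11 false of 205, and for the interaction 41% and 88%, with 1 false of 130. The real arrays of a time point deviate together (correlation 0.569), so the shares and false calls for time do not carry over to them. In the list test a shift of 0.5 in the 14 kept circadian clock genes was estimated at 0.49 (adjusted p = 9.26e-12), and 0 of the 19 other lists were called. On the real arrays genes of a list correlated, up to an estimated 0.912 for cell division genes under T3. The list result may therefore not carry over to them.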

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

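Each explanation in this part was tested only after the pattern had been seen, and Xist and Eif2s3y were added to the genes examined for samples apart after their signals had been seen. Gfap, the intermediate filament of astrocytes, had a log2 signal of 7.75 on the untreated 24 h array, far from the other 3 untreated arrays (3.95 to 4.43). Xist had a log2 signal of 3.93 on the untreated 6 h array (9.07 to 10.0 on the other untreated arrays) and of 3.54 on the T3 6 h array (9.35 to 10.0 on the other T3 arrays). These are the samples that lay apart among 88 groups of 4 arrays over genes and lists, and chance flags about 1 in 20 groups. A set of 3 genes that the paper does not discuss was over 1.6-fold higher with T3 at all 4 time points: Kcnj13 (mean log2 fold change 1.35, from 0.95 to 2.23), Pcdh8 (0.97, from 0.71 to 1.30) and Slc6a20a (1.22, from 0.94 to 1.63). By their brightest kept probe-sets 4 genes met this criterion, the other being Dbp.

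The 24 h arrays differed more than any other pair, with 1591 probe-sets over 2-fold, of which 814 lay outside the range of the other 6 arrays on the untreated array alone, 217 on the T3 array alone, 333 on both and 227 on neither. An exchange of the 24 h labels is argued against by Klf9 and Dbp, 7 of whose 7 kept probe-sets were higher on the array labelled T3, as were 21 of 21 values at the other time points. Poorer RNA is argued against by 3 prime over 5 prime ratios at 24 h of at most 2.458 for Gapdh and 2.132 for actin, below the highest on the other arrays (2.948 and 2.554). Another mixture of cells in the untreated 24 h culture is a candidate explanation, as the astrocyte and Bergmann glia list lay at 1.13 there and at -0.323 to 0.132 on the other 7 arrays. For other lists the T3 24 h array was the extreme one: cell division (-0.891, untreated 24 h -0.15), immediate early (0.759, untreated 24 h -0.257) and clock genes (0.535, untreated 24 h -0.341). Whether another mixture accounts for these was not tested. An effect of T3 specific to 24 h remains open as well, since a second culture of that time point was not analysed here.

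Neuronal lists fell and vascular and meningeal genes rose over the time points. The vascular and meningeal list did not rise at every step. Its mean centred log2 signal was 0.295 at 16 h and 0.0443 at 24 h with T3, and 0.487 and -0.353 without. A steady change with hours in culture as the whole explanation is argued against by the synaptic vesicle list, which was higher at 24 h than at 16 h by 0.946 with T3 and by 1.71 without, against at most 0.772 between the arrays of a pair. A cell batch shared by the 6 h and the later time points is argued against by Xist, which depends on the sex of the pups. It differed by 5.48 (log2) between the 6 h pair and the nearest other pair and by at most 0.390 within a pair. A dimmer probe-set of Xist had 0.8 on both 6 h arrays and 308.9 to 617.5 later. Of the Y-linked genes Eif2s3y and Kdm5d were higher at 6 h than later, and Uty was not. Cell batches that differed before treatment may thus contribute. Hours of culture and preparation of the cells are confounded in this design, so a biological change with the hours remains open.

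Kcnj13, Slc22a8 and Folr1, all expressed by the epithelium of the choroid plexus, were higher with T3 at each time point. More choroid plexus cells in the T3 cultures remain a possible explanation: the median of the 21 kept genes of a choroid plexus list lay above nearly all random lists matched on signal (percentiles of 99.9 to 100) at 3 of the 4 time points and not at 16 h, with 17 genes higher at 6 h, 11 at 16 h, 20 at 24 h and 12 at 48 h. This list holds the genes that prompted it, and each percentile rests on 1 array per condition, so these percentiles do not decide. The median of the list over the pairs, 0.189, lay below the mean of Kcnj13, Slc22a8 and Folr1, 0.893, but these were picked as high within the list, so this does not decide. Ttr, the most abundant gene of the list, had a mean log2 fold change of -0.03. Regulation of single genes by T3 within these cells remains open as well.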

How the results depend on the processing

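The splits of the arrays, the choroid plexus list and the fits on means or with a random block were chosen only after the results had been seen. Under every alternative run limma found 0 probe-sets for the T3 effect (76 to 2461 at an unadjusted p under 0.05), except that without the 24 h pair 2 passed (leaving out each time point, 0 to 2), and 0 for a T3 effect changing with time (75 to 1564). Unless said otherwise below, the cause of a change was not tested.

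Probe-sets over 2-fold at 6, 16, 24 and 48 h numbered 23, 24, 769 and 31 with 32 added to the signal, 7359, 6883, 9941 and 7536 without the filter (more probe-sets), 41, 42, 717 and 65 with the filter at the 75th percentile (fewer probe-sets), and 63, 75, 1281 and 96 with the filter on both arrays. By construction they numbered 606, 602, 3787 and 766 at 1.6-fold and 24, 12, 373 and 30 at 3-fold. Over 2-fold in 1 direction at 2 or more time points were 10 with 32 added, 6015 without the filter, 24 at the 75th percentile, 145 with the filter on both arrays, 448 at 1.6-fold, and 20 to 47 with a time point left out, where fewer time points can share. The share with 1 sign at all time points was 13% without the filter and 26% to 30.3% with a time point left out, where chance gives 1 in 4. Low array signals limit these counts: at 6 h the SD of the log2 fold changes was 0.821 without the filter and 0.199 with 32 added.

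Probe-sets rising and falling with time numbered 1010 and 623 without the filter, 662 and 661 on hours, 0 and 0 on the mean of the arrays of each time point (fewer units), 316 and 76 with the time point as a random block, 0 and 0 on the untreated arrays alone (fewer arrays), and 0 to 3499 and 0 to 4287 with a time point left out, 0 without the 6 h or the 48 h arrays and most without the 24 h arrays. The lists shifted by T3, 9, numbered 4 without the filter, 0 with an estimated correlation, 0 with fry and 3 (without 24 h) to 15 (without 48 h). The lists that changed with time, 6, numbered 9 on the means of each time point, 0 with an estimated correlation and 3 with fry.

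Signs were reversed as follows in single genes, in lists that passed under either setting and in the median correlation. With a time point left out, the median correlation of fold changes ranged from -0.00977 to 0.123, the T3 mean of the cell division list from -0.233 to 0.0701 (without 24 h), and the slopes over time of the microglia list from -1.09 (without 48 h) to 1.46, of the cholesterol synthesis list from -0.614 to 0.381 (without 48 h), of Pdgfra from -0.21 (without 48 h) to 0.556, of Slc1a3 from -0.152 to 0.185 (above 0 without 6 h or 48 h) and of Avil from -0.172 (without 6 h) to 3.00. Pdgfra had a slope of -0.388 on another probe-set and of -0.097 as the mean of its probe-sets, and Slc1a3 of 0.0397 on the untreated arrays alone. Another probe-set gave a T3 mean of 0.0347 for Thra and of -0.000785 for Tmem38b. Ccnd2 had a T3 mean of -0.196 on its brightest probe-set and of 0.751 and 0.516 on dimmer kept ones, with its remaining kept probe-sets below 0. These Ccnd2 values are not among the reversals in the counts that follow. Over all alternatives, 410 of 414 gene values under T3, 258 of 394 over time, 199 of 259 list values under T3 and 239 of 279 over time kept their direction and their side of the threshold. No gene passed under T3 with all pairs kept and almost none in an alternative, so the gene values could hardly change sides. Part of these genes were chosen for the same sign at every time point, so leaving out a pair could not reverse their mean. The gene count under T3 is therefore no measure of robust T3 effects. A further 12 list values under T3 and 9 over time turned sign without passing, among them, without the 24 h pair, the T3 means of the precursor (0.0828), astrocyte (0.117), differentiated granule neuron (0.0368), GABAergic (0.0207), synaptic vesicle (0.122) and immediate early lists (-0.12). None of the 222 values of the largest fold changes at single time points changed sign. A filter leaves a fold change as it is, and a constant added to the signals cannot turn its sign. For these settings the result was thus fixed in advance. Other probe-sets of genes of the paper did lie on the other side of 1, such as those of Pfkfb3 at 6 h (0.667 in place of 1.79) and of Plxna2 at 24 h (1.08 in place of 0.571).

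Turning the pairs around gives 8 ways, too few for a share under 0.05. The real one had 985 probe-sets at an unadjusted p under 0.05, the highest other 877, and 1 of 8 reached the real count. With so few ways chance is not excluded. Without the block the real split into 4 and 4 arrays had 76 such probe-sets and 28 of 35 splits had at least as many. These splits ignore the pairing by cell batch and set time points against each other, so they do not decide on T3. The highest of the 35, 7384, set the 6 and 24 h arrays against the 16 and 48 h arrays, which keeps the arrays of a time point together and points to a structure of the samples.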

Differences from the paper's values

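The alternatives given here were set before the data were examined, except the fit on the mean of each time point, which was chosen after the values had been seen. For 12 genes of Table 1, 48 array fold changes were compared (1 further gene is not analysed here). Of these, 43 lay on the same side of 1 as the paper's, and 4, none of them in bold in the paper, were more than 1.5 times apart. With 1 array per condition no replicate SD could be set beside them.

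For Plxna2 at 6 h the fold change was 0.732 and the paper's 1.94. No alternative came within 1.5 times: quantile normalization gave 0.728, median centring 0.723, 32 added 0.794, the other probe-sets 0.424, 0.912 and 0.916, and the mean of all probe-sets 0.714. At 24 h it was 0.571 and the paper's 1.09. The other probe-sets (0.798, 1.08 and 0.869) and the mean (0.808) came within, and quantile normalization (0.565), median centring (0.587) and 32 added (0.610) did not.

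For Snap25 at 48 h the fold change was 2.79 and the paper's 1.76. Quantile normalization (2.64), 32 added (1.95), the other probe-set (1.39) and the mean (1.97) came within, and median centring (2.78) did not. For Tgm2 at 16 h it was 0.626 and the paper's 1.05. Other probe-sets at 0.780, 1.06 and 0.755 and the mean (0.901) came within, and quantile normalization (0.640), median centring (0.631), 32 added (0.633) and other probe-sets at 2.30 and 0.591 did not.

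The share of annotated genes kept was 56% by a filter on signal, and the paper's share by detection calls 40%, less than 1.5 times apart. The filter keeps a share of probe-sets fixed in advance, so the share of genes kept follows from the chosen cut. It was 39.3% with the filter at the 75th percentile and 100% without a filter. The comparison therefore cannot tell whether the paper's share holds.

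The paper describes Gabra6 as increasing over time. Its signals of 2.7 to 12.3 without T3 did not rise steadily, and on its other probe-set all signals lay between 0.6 and 3.1. Pax6, which the paper describes as decreasing, fell over all arrays taken as independent and did not pass on the mean of each time point (adjusted p = 0.223), with an untreated signal at 24 h (739) above that at 16 h (310), and Ccnd2 fell as in the paper in the first of these fits and did not pass in the second (0.213). The paper describes the changes with T3, measured also by Q-RT-PCR, as growing with time. On the arrays the 24 h pair had the most probe-sets over 2-fold, 1591, and the 48 h pair 212, and limma found a T3 effect changing with time for 0 of 18015 (245 at an unadjusted p under 0.05). The paper counts more genes of its list as down-regulated than as up-regulated, from arrays and Q-RT-PCR together. Of the 13 kept genes of the list, read by their brightest probe-sets, 7 were higher at all 4 time points on the arrays. By the same reading 1, Plxna2, was lower at all 4, and its other kept probe-sets lay above 1 at 24 h (1.08) or 48 h (1.03).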

Other observations

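The choroid plexus list and the Xist and Y-linked genes were chosen for testing only after the fold changes and time trends had been seen. Slc22a8, an organic anion transporter of the choroid plexus epithelium, had fold changes with T3 of 1.82, 1.43, 2.02 and 1.52 at 6, 16, 24 and 48 h, the folate receptor Folr1 1.96, 1.41, 1.43 and 1.26, the potassium channel Kcnj13 2.01, 1.93, 4.69 and 2.31 and the water channel Aqp1 1.57, 1.66, 1.19 and 1.15. Ttr, the thyroxine carrier made by the same cells, had 0.989, 0.889, 1.14 and 0.929. Of 21 kept choroid plexus genes 8 were higher and none lower at all 4 time points, and 3 were higher when adjusted over the list alone, against 0 over all probe-sets. The list had a mean log2 fold change of 0.28 with T3, past an unadjusted threshold of 0.05 in camera and not in fry. Its mean slope over the hours, 0.70, also passed camera and not fry, and without the 6 h arrays it was 0.15 and did not pass camera. Of its genes 5 rose, 10 over the list alone, and none fell.

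Immediate early and stress genes were all higher with T3 at 24 h (12 of 12, median log2 fold change 0.96) and mostly lower at 48 h (10 of 12, -0.30). Atf3, a transcription factor of the stress response, had a fold change of 3.58 at 24 h and 0.424 at 48 h, Jun 2.79 and 0.588, and Fos 2.41 and 2.12.

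The immediate early and stress list had a mean log2 fold change with T3 of 0.16 (camera adjusted p = 0.0846, no gene passing by either adjustment), 0.23 without the 16 h pair (0.0351), 0.34 without the 48 h pair (0.00260) and -0.12 without the 24 h pair (0.175). Over the hours Junb (0.46) and Ddit3 (0.35) rose and none fell, also over the list alone, with a mean slope of 0.23 (0.0631), or 0.50 without the 6 h arrays (0.000583, fry 0.705). The 15 cholesterol synthesis genes had a mean of 0.05 with T3 (0.687), with Sc5d, a sterol desaturase, at 1.30, 1.34, 1.78 and 1.11. Over time their mean slope was -0.06 (0.769), -0.61 without the 6 h arrays (1.02e-09, fry 0.705) and 0.38 without the 48 h arrays (3.61e-07, fry 0.0273), and no gene passed in either comparison by either adjustment.

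Of the Y-linked genes, Eif2s3y had signals of 463 with T3 and 418 without at 6 h and 181 to 313 later, and Kdm5d 128 and 174 at 6 h and 53.5 to 104 later, while Uty had 57.9 and 53.4 at 6 h and 30.5 to 77.6 later. The first principal component of the 8 arrays held 63.5% of the variance and the second 16.9%.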
